# Time-Course of Transcriptomic Change in the Lungs of F344 Rats Repeatedly Exposed to a Multiwalled Carbon Nanotube in a 2-Year Test

**DOI:** 10.3390/nano13142105

**Published:** 2023-07-19

**Authors:** Motoki Hojo, Ai Maeno, Yoshimitsu Sakamoto, Yukio Yamamoto, Yuhji Taquahashi, Akihiko Hirose, Jin Suzuki, Akiko Inomata, Dai Nakae

**Keywords:** carbon nanotubes, lung cancer, transcriptomics, inflammation, intratracheal instillation, MWNT-7, F344 rats

## Abstract

Despite intensive toxicological studies of carbon nanotubes (CNTs) over the last two decades, only a few studies have demonstrated their pulmonary carcinogenicities in chronic animal experiments, and the underlying molecular mechanisms are still unclear. To obtain molecular insights into CNT-induced lung carcinogenicity, we performed a transcriptomic analysis using a set of lung tissues collected from rats in a 2-year study, in which lung tumors were induced by repeated intratracheal instillations of a multiwalled carbon nanotube, MWNT-7. The RNA-seq-based transcriptome identified a large number of significantly differentially expressed genes at Year 0.5, Year 1, and Year 2. Ingenuity Pathway Analysis revealed that macrophage-elicited signaling pathways such as phagocytosis, acute phase response, and Toll-like receptor signaling were activated throughout the experimental period. At Year 2, cancer-related pathways including ERBB signaling and some axonal guidance signaling pathways such as EphB4 signaling were perturbed. qRT-PCR and immunohistochemistry indicated that several key molecules such as Osteopontin/Spp1, Hmox1, Mmp12, and ERBB2 were markedly altered and/or localized in the preneoplastic lesions, suggesting their participation in the induction of lung cancer. Our findings support a scenario of inflammation-induced carcinogenesis and contribute to a better understanding of the molecular mechanism of MWCNT carcinogenicity.

## 1. Introduction

Carbon nanotubes (CNTs) have been used in assorted disciplines such as electronics, energy storage, materials science, and medicine, which raises a public health concern about the toxicity of CNT exposure. A mounting number of in vivo and in vitro studies over the past two decades have documented the toxicities of CNTs, including the induction of acute inflammation, chronic inflammation accompanied by fibrosis, and cancer in pulmonary and mesothelial tissues (reviewed in [1,2,3,4,5]). In particular, the chronic toxicities of CNTs with a needle-like structure were intensively evaluated because their shape and physical and chemical durability may be similar to asbestos [6,7].

Intraperitoneal injection studies revealed that a thick, long, needle-like multiwalled carbon nanotube (MWCNT), MWNT-7 (also known as Mitsui-7, MWCNT-7, and XNRI-7), induced mesotheliomas in *p53* heterozygous mice and Fischer 344 rats [8,9]. Based primarily on the intrascrotal injection study by Sakamoto et al. [9], one intraperitoneal injection study with rats by Nagai et al. [10], a second intraperitoneal injection study using *p53* heterozygous mice by Takagi et al. [11], and an initiation-promotion study in mice in which lung cells were initiated with 3-methylcholanthrene followed by exposure to MWNT-7 by whole-body inhalation for 15 days by Sargent et al. [12], MWNT-7 was classified as a Group 2B carcinogen by the International Agency for Research on Cancer (IARC) in 2014 [13]; the final report was published in IARC monograph 111 in 2017 (Monograph 111 Table 3.2 (page 70) states that NT50a is MWCNT-7). MWNT-7 was subsequently found to induce cancer in the rat lung in a 2-year inhalation study [14]. This inhalation study established that MWNT-7 is a complete carcinogen in rats. Thus, the most important endpoint of CNTs’ toxicity is carcinogenicity, and carcinogenicity should be employed for the risk assessment of CNTs. There is, however, a paucity of experimental evidence regarding the carcinogenicity or genotoxicity of other types of CNTs. Given the tremendous variety of CNT species that have been and are being developed (e.g., CNTs with differences in the number of walls, lengths, and surface modifications), the implementation of 2-year carcinogenicity tests for each CNT may be unrealistic.

Particle and fiber toxicologists have begun focusing on toxicogenomic analysis as a complementary approach to traditional chronic toxicity tests. These approaches can provide a mechanistic understanding of toxicities as well as biomarker candidates that may be applicable in animal experiments, in vitro tests, and occupational exposure assessments. For example, time-course analyses of mRNA expression in the lung tissues of rodents exposed to MWCNT or single-walled carbon nanotube (SWCNT) identified gene sets associated with inflammation and fibrosis in the lung [15,16,17]. More recently, to explore useful blood biomarkers, Khaliullin et al. performed a comparative analysis of the transcriptome of mRNA in the lung and blood of mice exposed to MWCNTs by pharyngeal aspiration [18]. Comparative analyses of lung and blood mRNA and miRNA from mice exposed to MWCNT by pharyngeal aspiration with human clinical data and in vitro MWCNT-exposed human cells identified possible markers for occupational surveillance and human cancer risk and prognosis [19,20]. Shvedova et al. evaluated mRNA and ncRNA in the blood of workers in a CNT factory to search for potential biomarkers for monitoring MWCNT exposure in humans [21]. In addition, researchers applied this powerful tool for grouping and classifying various test materials [22,23,24]. Most of these omics readouts demonstrated that CNT exposure resulted in a similar pattern of enrichment of genes involved in pathways and networks associated with inflammation, reactive oxygen species (ROS) generation, fibrosis, DNA damage, and cell proliferation. However, omics studies with relatively short-term animal experiments or human exposures primarily addressed inflammatory and fibrotic endpoints. Thus, comprehensive molecular analyses of CNT-induced carcinogenesis are needed for a better understanding of whether inflammation is a main biological response even in long-term experiments, whether prolonged inflammation does result in tumorigenesis, and what types of pathways are perturbed before and during cancer development.

The goal of this study is to explore the transcriptomic landscape of lung tumor development induced by CNTs in rats, which can provide a hint to evaluate CNTs with the carcinogenic endpoint in toxicogenomic analyses. Until now, only one study has proven the lung carcinogenicity of a CNT (MWNT-7) using a 2-year inhalation test [14]. However, a series of 2-year studies using intratracheal spraying demonstrated the carcinogenic potential of some other types of CNTs, including MWCNT-N, MWCNT-B, and double-walled carbon nanotubes (Tocana) [25,26,27,28]. Also, we have recently demonstrated that 2-year intermittent exposures to MWNT-7 by intratracheal instillation induced lung adenomas and adenocarcinomas, as well as pleural mesotheliomas, in rats [29]. In this study, using lung samples dissected from rats necropsied at 0.5, 1, and 2 years after the beginning of the experiment, we performed an RNA-seq-based transcriptomic analysis. Significantly differentially expressed genes were identified at each time point. Ingenuity Pathway Analysis revealed an overrepresentation of inflammation-related biological functions and pathways at all three time points, and in the 2-year samples, there was a marked perturbation of gene expression involved in cancer development.

## 2. Materials and Methods

### 2.1. MWCNT

MWNT-7 (also known as Mitsui-7, MWCNT-7, and XNRI-7; lot, 060 125-01 k) was kindly donated by Mitsui & Co., Ltd. (Tokyo, Japan). The bulk materials were pretreated by filtration using a 53-μm mesh, which removed the agglomerates and aggregates of fibers without altering the size distribution of the fibers, and a critical point drying technique [30]. The MWCNT was then baked at 200 °C for 2 h in a dry heat sterilizer for the elimination of endotoxin. The MWCNT was suspended in sterile 0.9% saline containing 0.1% Tween 80. The morphology of most MWNT-7 fibers in the suspension was straight, and the average length and width of the fibers were 5.11 μm and 84.7 nm, respectively (Figure S1). The sample was fully characterized in our previous reports [29,30,31].

### 2.2. Animals and Experimental Design

In the present study, all lung samples used for transcriptome analysis were sourced from a previous 2-year study [29]. The conditions of the animal experiment are briefly described as follows. Five-week-old malespecific pathogen-free Fischer 344 (F344/DuCrlCrlj) rats were purchased from Jackson Laboratories Japan (Kanagawa, Japan). The rats were housed in a polycarbonate cage (3 rats per cage) with autoclaved paper bedding (Alpha-Dri, Shepherd Specialty Papers, Watertown, TN, USA). The rats were maintained in a room at a temperature of 23 ± 0.1 °C and 53.1 ± 7.9% relative humidity on a 12 h light–dark photophase cycle, and given a standard basal diet (CE-2, CLEA Japan, Tokyo, Japan) and drinking water via a bacterial filter ad libitum.

The study consisted of three groups: the vehicle control group, the low-dose group, and the high-dose group, which administered MWNT-7 at 0, 0.125, and 0.5 mg/kg body weight, respectively, once every four weeks (Figure 1). The rats were deeply anesthetized by inhalation of 3% isoflurane (Pfizer, New York, NY, USA), held on a holder, and then the vehicle or the MWCNT suspension was instilled through the larynx into the lung using a feeding cannula connected to a syringe. From 9 weeks of age, intratracheal administration of MWCNT to the rats was performed 26 times at intervals of 4 weeks for 2 years (Figure 1), which resulted in mean lung burdens of 0.9 and 3.6 mg/lung for the low-dose group and high-dose group, respectively, at the terminal necropsy [29]. The general condition of the rats was monitored twice daily, and body weights were measured every week. At the interim sacrifices and termination of the study, animals were killed by exsanguination through the abdominal aorta under 3% isoflurane anesthesia.

Thirty animals in each group were histopathologically examined for carcinogenicity at 104 weeks after the beginning of the experiment. Satellite animals were also sacrificed at weeks 26 (Year 0.5), 52 (Year 1), and 104 (Year 2) to examine lung burden and pleural lavage fluid. Results of the histopathological analysis demonstrated that the incidence of lung tumors was dose-dependently increased and was significantly higher in the high-dose group compared with the control group (Figure 1). In regard to proliferative lesions, only reactive hyperplasias of alveolar cells were observed until Year 1, while atypical hyperplasias, adenomas, and adenocarcinomas were frequently found at Year 2 (Figure S2). Details of methods and results of carcinogenicity of lung and mesothelioma were previously described [29]. In the present study, we analyzed RNA from the lungs of 15 rats in the control and high-dose groups (Figure 1).

This study was conducted at the Tokyo Metropolitan Institute of Public Health according to the Animal Research Reporting of In Vivo Experiments (ARRIVE) guideline [32]. The facilities are accredited by the Japan Pharmaceutical Information Center. The experimental protocol was approved by the Animal Experiment Committee of the Tokyo Metropolitan Institute of Public Health (approval numbers of animal experiments in this study: 30–26, 19–24, and 20–22).

### 2.3. RNA Preparation and Sequencing

To limit the effects of circadian influence, rats used for molecular analyses in each group were necropsied at 9–12 a.m. All tissues containing tumor nodules recognized by gross examination at necropsy were excluded from RNA analysis. Small portions of tissue were dissected from lung accessory lobes, snap-frozen in the presence of liquid nitrogen, and stored at −80 °C. The remnant accessory lobe was inflated with 10% neutral buffered formalin under positive pressure using a syringe and processed for histopathology. Fixed tissues were embedded in paraffin, sectioned (4 μm thickness), stained with hematoxylin and eosin (H&E), and examined microscopically for confirmation of the absence of tumors. Tumor-free frozen tissue samples were thoroughly ground at 2200 rpm for 15 s using a grinder (Multi-beads Shocker^®^; Yasui Kikai, Osaka, Japan) and then processed for total RNA extraction by RNeasy Mini Kit as per the manufacturer’s protocol (74104, QIAGEN, Venlo, The Netherlands). Each total RNA sample was quantified by a spectrophotometer (Nanodrop One; Thermo Fisher Scientific, Waltham, MA, USA), and the quality of the RNA was assessed with a 2200 TapeStation (Agilent Technologies, Santa Clara, CA, USA). Samples from the 15 control rats and the 15 rats exposed to MWNT-7 passed the quality criterion of an RNA integrity number (RIN) > 7.0. Nine samples from the controls and nine samples from the MWNT-7-exposed rats (N = 3 from each time point) were randomly chosen for subsequent processing (Figure 1). All 15 samples from the controls and the MWNT-7-exposed rats were used for qRT-PCR. RNA-seq libraries were prepared using an NEBNext Ultra II RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA). Equimolar amounts of barcoded libraries were pooled and sequenced on a NovaSeq 6000 Sequencing System (Illumina, San Diego, CA, USA).

### 2.4. Data Analysis

RNA-Seq reads were imported into CLC Genomics Workbench software (version 22.0.2, QIAGEN) and processed for further analyses. All reads were batch processed and mapped to the *Rattus norvegicus* reference genome. Raw expression data were normalized using the trimmed mean of the M-values normalization method (TMM normalization) and presented as TMM-adjusted Counts Per Million (CPM). Significantly differentially expressed genes (DEGs) were identified as meeting the following criterion: false discovery rate (FDR) < 0.05 and |Log_2_ Fold Change| > 1. Principal components analysis (PCA) was performed on the full set of genes from the CPM data. All DEGs or DEGs involved in target canonical pathways were hierarchically clustered using Euclidean distance and complete linkage. The RNA-seq datasets were deposited in the NCBI Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE234151, accessed on 8 June 2023).

Ingenuity Pathway Analysis (IPA) (QIAGEN) was used to identify relevant biological processes, functions, and pathways from the expression data. Core Analysis was performed on a dataset based on the Log_2_ Fold Change for DEGs, which generated lists of significant Diseases and Biofunctions, Canonical Pathways, Upstream Regulators, and Regulator Effects. Regulator Effects analysis connects an upstream regulator to a regulated gene set and a particular phenotypic or functional outcome. A Graphical Summary is an overview of the major biological themes in the Core Analysis and illustrates how these concepts relate to one another using each predicted entity such as Canonical Pathways, Upstream Regulators, and Diseases and Biofunctions. For each analysis, a significance value was calculated based on a right-tailed Fisher’s exact test by the IPA internal system: −log_10_ (*p*-value) > 1.3 was considered statistically significant (*p* < 0.05). The z-score is a statistical measure of how closely the actual expression pattern of molecules in the dataset compares to the pattern that is expected based on the QIAGEN Biomedical Knowledge Base. In this study, pathways given a z-score > 1 were depicted as positive (activated) pathways, while those given a z-score < −1 were depicted as negative (inhibited) pathways. A detailed description of IPA is shown on the QIAGEN website (https://qiagen.my.salesforce-sites.com/KnowledgeBase/KnowledgeNavigatorPage?categoryName=IPA, accessed on 8 June 2023). Venn diagrams were generated using the Bioinformatics and Evolutionary Genomics website (http://bioinformatics.psb.ugent.be/webtools/Venn/, accessed on 15 April 2023).

### 2.5. Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)

Total RNA samples were obtained from all 15 rats as described in Section 2.3. The first-strand cDNA library was synthesized from 1 μg of total RNA by using SuperScript III First-Strand Synthesis Super Mix (Thermo Fisher Scientific, Waltham, MA, USA). qRT-PCR assays were performed by using an SYBR Green Master Mix (Thermo Fisher Scientific) and gene-specific primer sets (Table S1). A 7500 Fast Real-time PCR System (Thermo Fisher Scientific) was used for the assay with the following program: holding stage, 95 °C per 10 min; cycling stage (40 cycles), 95 °C × 10 s–60 °C × 1 min; and melting stage, 95 °C × 15 s–60 °C × 1 min–95 °C × 30 s–60 °C × 15 s. Changes in gene expression relative to the different samples were calculated using the value of a housekeeping gene, *Gapdh,* according to the standard 2^−ΔΔCt^ method. Each result is shown as fold change relative to the control group at Year 0.5, except for 2 genes, *Unc5d* and *Cav1*, which were not or nearly not detected at Year 0.5. *Unc5d* and *Cav1* data are shown relative to the control group at Year 1.

### 2.6. Histopathology

For immunohistochemical analysis of DEGs, histological slides were obtained from the main 2-year study [29], in which lungs were fixed in 10% neutrally buffered formalin at 30 cm H_2_O pressure and routinely processed for paraffin-embedded histological specimens. Antigen retrieval was performed in Tris-EDTA buffer (pH 9.0; 415211, Nichirei, Tokyo, Japan), followed by the inactivation of endogenous peroxidase by immersion in H_2_O_2_. After blocking with Protein Block (X0909; Agilent Technologies, Santa Clara, CA, USA) for 20 min at room temperature, the sections were treated with primary antibodies (Table S2) for 1 h at room temperature. Horseradish peroxidase-secondary antibody conjugate (K4061, Agilent Technologies) was used for the detection of diaminobenzidine signals, as per the manufacturer’s instructions.

### 2.7. Statistics

Statistical analysis of qRT-PCR values was performed using the Student’s *t*-test (GraphPad Prism 9 (version 9.5.1): GraphPad Software, Boston, MA, USA) for comparisons between MWCNT-treated groups and time-matched control groups. Statistical significance was set at *p* < 0.05.

## 3. Results

### 3.1. Identification of Significantly Differentially Expressed Genes (DEGs)

PCA was performed on the full set of RNA-Seq reads. 

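RNA-seq data from the lungs of 18 rats were analysed, with 3 control rats and 3 MWCNT-treated rats at each time point, Years 0.5, 1, and 2, which correspond to weeks 26, 52, and 104. The MWCNT-treated rats received 0.5 mg/kg of MWNT-7 every 4 weeks. For each gene, the authors deposited the number of reads counted, without normalization, together with the TPM, which is scaled for gene length and for the total of the library, and the CPM adjusted by the TMM method. Total counts ranged from 13297643 to 17868851 in the control rats, with a median of 14721398, and from 14661589 to 21130757 in the MWCNT-treated rats, with a median of 15804905. Every rat was a separate animal, so the replicate numbers that recur at each time point pair no rats. For the PCA, log2 CPM values with TMM normalization were calculated from the counts of the 18251 genes with at least 1 count, and each gene was scaled to unit variance. For the comparison of MWCNT-treated rats with control rats, the counts of the 6 rats of each time point were tested with the quasi-likelihood test of edgeR, and genes with an FDR below 0.05 and an absolute log2 fold change above 1 were called DEGs, which is the criterion of the paper. Gene symbols, identifiers, and positions are those given in the deposited files, and the paper's text does not name the genome build. Values of single genes are given as the mean TPM ± SD (n = 3 rats), as the counts in the order of the replicates, or as the log2 fold change with its standard error and FDR.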

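PC 1, PC 2, and PC 3 captured 37.3%, 12.3%, and 6.81% of the variance of the log2 CPM values of the 18 rats, and PC 1 and PC 2 together captured 49.6%. The share of PC 1 moved most, to 50.8%, when the PCA was restricted to the 500 genes with the largest variance.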

The first two principal components (PCs) captured close to 50% of the variance of the data set. The PC 2 axis formed a partition between the two experimental groups (Figure 2A). 

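On PC 1, the mean scores of the control rats were -79.3 ± 7.98, -75.1 ± 4.32, and -79.2 ± 6.72 (SD, n = 3) at Years 0.5, 1, and 2. The mean PC 1 scores of the MWCNT-treated rats were 54.6 ± 21.9, 73.6 ± 22.0, and 105 ± 14.8 (SD, n = 3). A two-sided exact permutation test of the 9 MWCNT-treated rats against the 9 control rats gave p = 4.11e-05 on PC 1, the smallest p that the 48620 ways of dividing the rats can give. On PC 2, the mean scores were -24.0 ± 24.1, -37.5 ± 30.4, and 72.5 ± 42.9 (SD, n = 3) in the control rats. They were -40.2 ± 7.97, -8.10 ± 5.91, and 37.3 ± 10.9 (SD, n = 3) in the MWCNT-treated rats. The same exact permutation test gave p = 0.75 on PC 2 and p = 0.985 on PC 3.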

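Within the 9 MWCNT-treated rats, the 3 rats of Year 2 were compared with the 6 rats of the earlier time points on each component by two-sided exact permutation tests over the 84 possible divisions. The exact p was 0.0595 on PC 1, 0.0119 on PC 2, which is the smallest possible p, and 0.0952 on PC 3. The mean PC 3 scores of the MWCNT-treated rats were -5.20 ± 23.6, 35.0 ± 53.6, and -30.3 ± 8.61 (SD, n = 3) at Years 0.5, 1, and 2. In one edgeR model of all 18 rats, 348 of 14843 tested genes differed between the MWCNT-treated rats of Year 2 and Year 0.5 by the DEG criterion, of which 214 were higher and 134 were lower at Year 2. This count was 204 when only genes with at least 10 counts in every rat were kept, and 2006 when the FDR alone was the criterion.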

Individual rats in the MWCNT-treated groups were positioned along the PC 1 and PC 3 axes, forming clusters according to time points. No clear separation according to time points was observed for the control animals (Figure 2A). 

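In the control animals, the exact permutation test of Year 2 against the earlier time points gave p = 0.69 on PC 1, p = 0.0119 on PC 2, and p = 0.69 on PC 3. All 3 control rats of Year 2 lay outside the range of the other 6 control rats on PC 2. The mean PC 3 scores of the control rats were 23.7 ± 23.0, -17.5 ± 36.1, and -5.67 ± 24.9 (SD, n = 3). When the PCA was performed on the 9 control rats alone, the first component captured 29.3% of the variance, and the control rats of Year 2 scored 119, 104, and 23.6, whereas the highest score among the other 6 was 7.32. Between the control rats of Year 2 and Year 0.5, 94 genes differed by the DEG criterion in the model of all 18 rats, of which 67 were higher and 27 were lower at Year 2. Of these genes, 30 were also among those that differed between the same time points in the MWCNT-treated rats. The count in the control rats ranged from 31 to 154 with each rat left out in turn. A difference between the time effects of the treatments is the interaction of treatment and time, which was tested gene by gene in the same model.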

Significantly differentially expressed genes (DEGs) were identified in the lungs of MWCNT-treated rats at each time point. 

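After genes with low counts were removed by edgeR's default filter, 14315 genes were tested at Year 0.5, 14345 at Year 1, and 14361 at Year 2. Of the tested genes, 5549, 5913, and 7067 had an FDR below 0.05, without a limit on the fold change, at the respective time points. The CPM values of the 3 MWCNT-treated rats lay entirely above or entirely below those of the 3 control rats in 98.0%, 98.4%, and 98.5% of the DEGs. Among all tested genes these shares were 51.7%, 54.9%, and 59.8%, whereas chance gives 10%.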

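At Year 0.5, 1303 DEGs were called in the deposited counts, of which 869 were upregulated and 434 were downregulated in the MWCNT-treated rats. At Year 1, 1467 DEGs were called, with 880 upregulated and 587 downregulated, and at Year 2, 2355 DEGs were called, with 1174 upregulated and 1181 downregulated. The balance of the directions depended on the normalization. When the counts were scaled by library size only, without the TMM factors, the median log2 fold change of all tested genes shifted by -0.10, -0.13, and -0.17 at the respective time points. The upregulated share of the DEGs then changed from 66.7% to 54.2%, from 60.0% to 45.2%, and from 49.9% to 37.5%. The number of downregulated DEGs at Year 1 rose to 895 under this scaling. Of the genes listed in Table S3, 1154 of 1215 (95.0%), 1323 of 1384 (95.6%), and 1929 of 1995 (96.7%) readable entries were also DEGs here, and 0 had the opposite sign. A further 39, 38, and 53 listed genes were removed by the filter on low counts, 15, 17, and 12 did not pass the FDR, and 7, 6, and 1 did not pass the fold change.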

A total of 1216 (854 upregulated and 362 downregulated), 1385 (875 upregulated and 510 downregulated), and 2213 (1142 upregulated and 1071 downregulated) genes were detected as DEGs at Year 0.5, Year 1, and Year 2, respectively (a full list of identified DEGs can be found in Table S3). Among these DEGs, 738 genes were common to all three time points, while 142, 208, and 900 genes were exclusively detected at Year 0.5, Year 1, and Year 2, respectively (Figure 2B). 

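In the DEGs called from the deposited counts, 762 genes were common to all time points. Of these, 596 were upregulated and 166 were downregulated at each time point, and 0 changed in different directions. The DEGs found at only 1 time point numbered 171 at Year 0.5, 222 at Year 1, and 956 at Year 2. Year 0.5 and Year 1 shared a further 108 DEGs, Year 0.5 and Year 2 shared 262, and Year 1 and Year 2 shared 375, which brought the number of DEGs at any time point to 2856. A call at 1 time point only does not show that the effect differed between time points, which was tested separately by the interaction of treatment and time. The number of common DEGs moved most, to 3814, when the FDR alone was used as the criterion.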

Hierarchical clustering of the expression data of all DEGs showed a marked difference between control groups and MWCNT-treated groups and relatively tight clustering of MWNCT-treated animals in the Year 2 group (Figure 2C).

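The log2 CPM values of all 2856 DEGs, scaled to unit variance per gene, were clustered by Euclidean distance. The first division of the tree separated the 9 control rats from the 9 MWCNT-treated rats, and with 3 clusters the MWCNT-treated rats of Year 2 formed a cluster of their own. The mean distance between rats of different treatments was 94.3. The mean distance between the rats of a group was 36.7 ± 4.60, 32.9 ± 3.81, and 39.1 ± 2.26 (SD of the 3 distances) in the control rats of Years 0.5, 1, and 2. In the MWCNT-treated rats it was 36.7 ± 2.68, 38.8 ± 3.18, and 39.5 ± 0.927 (SD of the 3 distances). With values that were centred only, a setting chosen after the data were seen, the MWCNT-treated rats had 32.4, 36.2, and 34.7.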

The top 20 upregulated or downregulated DEGs at each time point are listed in Table 1. 

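Of the 120 entries of Table 1, 85 passed the filter on low counts, and 84 of these were DEGs with the sign given in Table 1. For the tested entries, the median absolute difference between the log2 fold change obtained here and the paper's value was 0.01. The exception was *Dusp11* (chromosome 4, 117617533 to 117631716), which had counts of 328, 324, and 309 in the control rats and 383, 406, and 382 in the MWCNT-treated rats at Year 2, and a log2 fold change of 0.28 (standard error 0.09, FDR 0.0271). The remaining 35 entries did not pass the filter on low counts, 12 at Year 0.5, 10 at Year 1, and 13 at Year 2. In 19 entries, a rat with 0 counts and a rat with at least 50 counts belonged to the same group in the year listed. Of these, 13 were listed as downregulated and 6 as upregulated. *Rps27a_2* at Year 1, for example, had counts of 0, 0, and 2065 in the control rats and 0 in each of the 3 MWCNT-treated rats. *Yme1l1* (chromosome 17, 89704102 to 89741321), which Table 1 lists with different directions at different time points, had counts of 3, 0, and 0 in the control rats and 0, 4, and 173 in the MWCNT-treated rats at Year 0.5. Its counts were 0, 180, and 0 in the control rats and 0, 0, and 2 in the MWCNT-treated rats at Year 1, and 44 in 1 MWCNT-treated rat and 0 in the other 5 rats at Year 2. For 8 entries, Table 1 gives the symbol of one gene, whereas the entry that Table S3 lists for it is a second entry in the files under another symbol. *Aldh18a1* is one of these. Its second entry, LOC108348083 (chromosome 1, 259057402 to 259089642), had counts of 0, 0, and 2 in the control rats and 2, 362, and 2 in the MWCNT-treated rats at Year 0.5. At Year 2 these counts were 174, 197, and 180 in the control rats and 1, 39, and 0 in the MWCNT-treated rats. The first entry (chromosome 1, 259641676 to 259674425) had counts of 178, 191, and 145 in the control rats and 538, 494, and 545 in the MWCNT-treated rats at Year 2. Its log2 fold change of 1.62 (standard error 0.13, FDR 1.09e-05) was opposite to that of the second entry, -3.81 (standard error 0.78, FDR 0.0032). The counts of both entries added together gave a log2 ratio of 0.56 at Year 0.5 and 0.61 at Year 2.

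**Figure D1:**
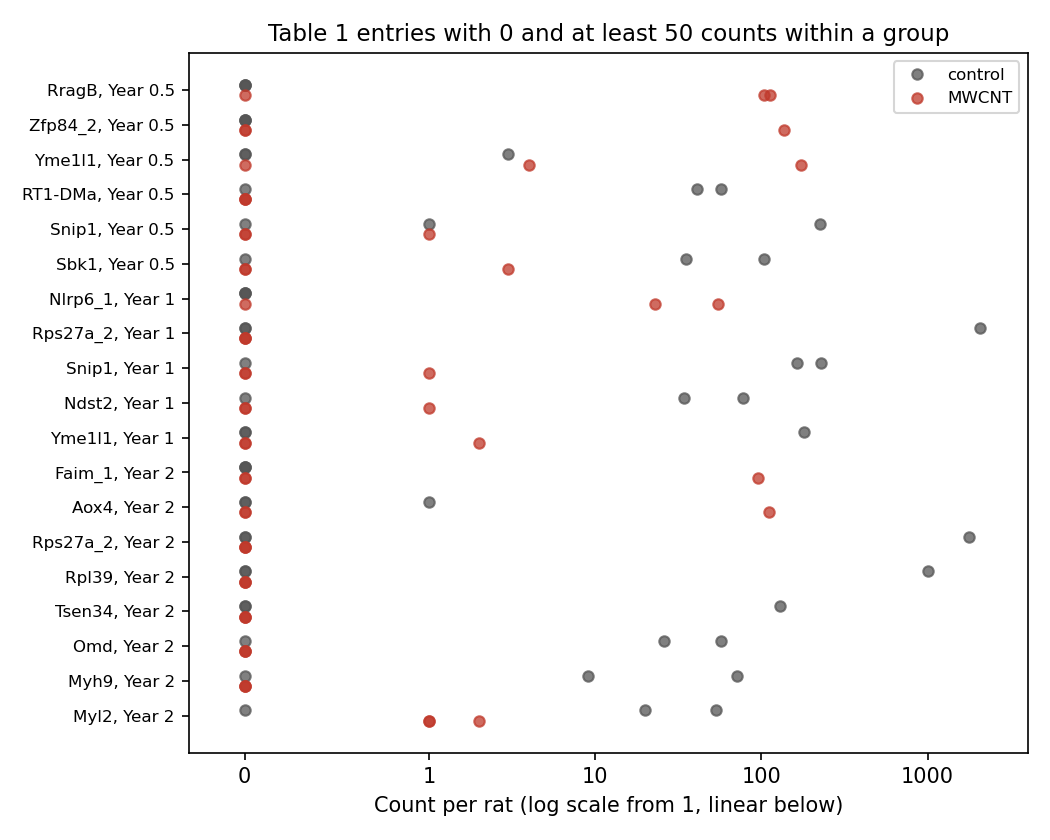
Counts per rat for the 19 entries of Table 1 in which a rat with 0 counts and a rat with at least 50 counts belong to the same group in the year listed. Each point is 1 rat, grey for control and red for MWCNT-treated rats, on an axis that is logarithmic from 1 and linear below. The single control rat with counts of *Rps27a_2* at Year 1 stands at 2065, and the other 5 rats stand at 0. For *RT1-DMa* and *Sbk1*, the points are the counts of their second entries, LOC108348072 and LOC103690016, and not of the entries under these symbols.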

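Among the DEGs with the largest fold changes called here, *Pla2g4e* (chromosome 3, 111952348 to 111994337) had 0 counts in each control rat at Year 0.5 and was at least 12.4-fold higher in the MWCNT-treated rats. *Adamts18* (chromosome 19, 46005277 to 46101250) was at least 9.16-fold higher at Year 0.5, 8.93-fold at Year 1, and 8.18-fold at Year 2. *Nlrp6_1* (chromosome 1, 213676954 to 213683114), whose symbol carries a copy number, had counts of 85, 113, and 39 in the MWCNT-treated rats and 0 in each control rat at Year 2, and was at least 26.2-fold higher. Among the downregulated DEGs, *Faahl* (chromosome 5, 134331929 to 134348995) had counts of 48, 32, and 39 in the control rats and 0 in each MWCNT-treated rat at Year 0.5, and was at least 13.9-fold lower. At Year 1, its log2 fold change was -0.35 (standard error 1.05, FDR 0.81), and its direction depended on single rats. At Year 2, *Faahl* did not pass the filter on low counts, and its direction was the opposite. No control rat had more than 3 counts there, and the mean of the MWCNT-treated rats was at least 3.42-fold higher. With no filter on low counts its log2 fold change at Year 2 was 6.38 (FDR 0.0797), which was not a DEG. LOC100911776, a second entry of *Ccdc89*, was at least 9.45-fold lower at Year 0.5, and *Alpg* was at least 4.21-fold lower. LOC100911615, a second entry of *Pnpla2*, had counts of 21, 673, and 31 in the control rats and 15, 12, and 18 in the MWCNT-treated rats at Year 1, and its log2 fold change of -3.95 (standard error 1.30, FDR 0.0371) rested mainly on 1 control rat. *Upk1a* fell by 3.24 and *Slc6a15* fell by 2.96 on the log2 scale at Year 1. At Year 2, *Chid1* was at least 12.2-fold lower and RGD1562492, which Table S3 lists for *Slc6a21*, was at least 9.74-fold lower. Before Year 2, the log2 fold change of *Chid1* was positive, 0.225 at Year 0.5 and 2.89 at Year 1. With each rat left out in turn, it ranged from -0.83 to 2.76 at Year 0.5 and from 2.38 to 6.06 at Year 1. *Acoxl* (chromosome 3, 120414291 to 120726336) had log2 fold changes of -2.15, -2.36, and -4.46 at Years 0.5, 1, and 2 (standard errors 0.23, 0.23, and 0.37), and *Serpinb10* (chromosome 13, 27465930 to 27483799) had log2 fold changes of -2.69, -2.53 and -3.89 (standard errors 0.31, 0.16, and 0.36).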

*Spp1* (secreted phosphoprotein 1), *Ankrd34c* (ankyrin repeat domain 34A), *Mmp7* (matrix metallopeptidase 7), *Srd5a2* (steroid 5 alpha-reductase 2), *Mt3* (metallothionein 3), *Mmp12* (matrix metallopeptidase 12), and *Lpo* (lactoperoxidase) were upregulated at all three time points. 

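*Spp1* (ENSRNOG00000043451, chromosome 14, 6673686 to 6679901) had 3.11 ± 1.58, 2.01 ± 0.456, and 2.74 ± 3.23 TPM (SD, n = 3) in the control rats at Years 0.5, 1, and 2. In the MWCNT-treated rats it had 1417 ± 277, 1140.4 ± 155, and 1374 ± 305 TPM (SD, n = 3). The log2 fold change was 8.98 (standard error 0.28, FDR 1.3e-06) at Year 0.5, 9.40 (standard error 0.21, FDR 4.31e-08) at Year 1, and 9.23 (standard error 0.54, FDR 2.58e-06) at Year 2. Apart from fits that left out 1 rat, the alternative that moved these values most was limma on log2(TPM + 1), which gave 8.57 at Year 1. With each rat left out in turn, the value at Year 2 ranged from 8.73 to 10.79. For *Ankrd34c*, *Mmp7*, *Srd5a2*, and *Mt3*, no control rat had more than 2 counts at any time point, so that only lower bounds of the fold can be given. *Ankrd34c* (chromosome 8, 97105071 to 97115027) was at least 10.2-fold, 10.3-fold, and 17.4-fold higher in the MWCNT-treated rats at Years 0.5, 1, and 2. *Mmp7* (chromosome 8, 5893249 to 5901049) was at least 18.3-fold, 30.5-fold, and 46.2-fold higher, and *Srd5a2* (chromosome 6, 25279626 to 25315511) was at least 20.8-fold, 11.4-fold, and 21.5-fold higher. *Mt3* (chromosome 19, 11324698 to 11326139) was at least 39.1-fold, 71.4-fold, and 157-fold higher. The log2 fold changes of *Mmp12* (chromosome 8, 5606592 to 5616493) were 5.71, 5.99, and 6.22 (standard errors 0.16, 0.12, and 0.19), and those of *Lpo* (chromosome 10, 75100385 to 75120247) were 5.47, 7.90, and 8.24 (standard errors 0.28, 0.25, and 0.38). All 7 genes were DEGs at each time point, and the TPM of every MWCNT-treated rat was above that of every control rat.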

*Dlk1* (delta-like non-canonical Notch ligand 1) and *Myl2* (myosin light chain 2) were downregulated at all three time points.

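*Dlk1* (chromosome 6, 133552821 to 133583751) had 60.4 ± 15.9, 106 ± 8.92, and 199 ± 90.4 TPM (SD, n = 3) in the control rats at Years 0.5, 1, and 2. The MWCNT-treated rats had 1.56 ± 0.901, 7.12 ± 3.71, and 8.56 ± 5.64 TPM (SD, n = 3). Its log2 fold changes were -5.15 (standard error 0.31, FDR 9.96e-06), -3.69 (standard error 0.30, FDR 3.44e-05), and -4.32 (standard error 0.52, FDR 0.000145). *Myl2* (chromosome 12, 39951987 to 39958239) had log2 fold changes of -4.00 (standard error 0.71, FDR 0.00228) at Year 0.5 and -3.96 (standard error 0.71, FDR 0.00237) at Year 1. At Year 2 it did not pass the filter on low counts, with counts of 0, 20, and 53 in the control rats and 1, 2, and 1 in the MWCNT-treated rats, at least 8.19-fold lower against the floor of 3 counts, and 1 control rat had fewer counts than every MWCNT-treated rat. Across the 9 control rats, the expression of *Myl2* moved with that of the 16 other heart muscle genes examined (Pearson r = 0.996, two-sided exact permutation p = 2.76e-06). Spearman's rho was 1 (exact permutation p = 5.51e-06), and r was 0.984 without the 2 rats farthest from the median of the markers. This was the only relation of its family.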

### 3.2. Ingenuity Pathway Analysis (IPA)

Figure 3 shows the Disease and Biofunction analysis of the DEGs in the lung tissue of MWNT-7-exposed rats. Disease and biofunctions in the cancer category were markedly altered at all time points, with a notably large number of DEGs at Year 2. Growth and development-related biological processes tended to be perturbed at Year 0.5–Year 1, with perturbation decreasing or absent at Year 2; this may reflect increased repair of lung tissue in the MWNT-7-exposed rats. Lipid metabolism, connective tissue disorders, cardiovascular disease, and neurological disease pathways were perturbed in Year 2. This could be related to the effect that chronic exposure to MWNT-7 had on the health of the rats exposed to these fibers. It is reasonable that if MWNT-7 affected lung function, chronically exposed rats could experience adverse health effects not related to cancer, an important endpoint that merits further investigation.

Significantly perturbed canonical pathways in MWNT-7-treated rats compared with the controls at each time point are shown in Figure 4. As in the Venn diagram of the DEGs (Figure 2B), many perturbed pathways were common to all three time points, and a relatively high number of pathways (78) were exclusively perturbed at Year 2 (Figure 4A). Figure 4B–E shows the top canonical pathways that are common to all three time points and the pathways that were perturbed exclusively at one of the three time points (all significant canonical pathways are shown in Table S4). 

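The genes listed in the supplementary pathway tables of the paper were looked up in the comparisons of all 3 time points. The lists of a time point consist of its DEGs, so the change at that time point is large by selection. Of the Year 0.5 list of Acute Phase Response Signaling, 26 genes were tested, of which 25 were upregulated at each time point, with a median log2 fold change of 1.58, 1.64, and 2.04 at Years 0.5, 1, and 2. All 16 tested genes of the Complement System list were upregulated DEGs at each time point, with medians of 1.73, 1.76, and 2.13. The 12 genes of the list of Antioxidant Action of Vitamin C were all upregulated, with medians of 1.58, 1.61, and 1.91, and the 8 genes of the list of Toll-like Receptor Signaling were all upregulated, with medians of 1.31, 1.09, and 1.40. The directions in these lists did not change with library size scaling, upper quartile normalization, or DESeq2. Among the genes shown for Acute Phase Response Signaling, *Tf* (chromosome 8, 111673547 to 111721333) had 73.7 ± 8.09, 86.9 ± 2.91, and 79.1 ± 12.7 TPM (SD, n = 3) in the control rats. The MWCNT-treated rats had 122 ± 10.6, 192 ± 5.14, and 309 ± 24.4 TPM (SD, n = 3). Its log2 fold change was 0.87 (standard error 0.10, FDR 0.000222) at Year 0.5, where it was below the fold limit for a DEG, 1.38 (standard error 0.08, FDR 4.89e-06) at Year 1, and 2.19 (standard error 0.11, FDR 1.48e-06) at Year 2. *A2m* (chromosome 4, 154309426 to 154359137) had log2 fold changes of 4.18, 4.33, and 6.56 (standard errors 0.60, 0.28, and 0.40) and was a DEG at each time point. *C4b* (chromosome 20, 4302344 to 4316715), whose position overlaps that of the entry LOC103689965, had log2 fold changes of 1.23, 1.63, and 2.07 (standard errors 0.17, 0.14, and 0.20) and was also a DEG at each time point. *Orm1* (chromosome 5, 79179417 to 79182820) had 0 counts in each control rat and 5, 1, and 1 counts in the MWCNT-treated rats at Year 0.5, which was too few to be tested. At Year 1 it was at least 14.2-fold higher in the MWCNT-treated rats, and at Year 2 its log2 fold change was 4.83 (standard error 0.60, FDR 0.000168). For the differences between time points, *A2m* (interaction of Year 2 against Year 0.5, FDR 0.278) and *C4b* (FDR 0.167) did not pass the FDR limit, whereas *Tf* did, with an interaction of 1.32 on the log2 scale (standard error 0.15, FDR 0.000322).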

Throughout the experimental period, pathways associated with immune responses, especially macrophage activities, were perturbed (Figure 4B): *Phagosome Formation*, *Acute Phase Response Signaling* (Figure 5A), *Toll-like Receptor Signaling*, *Antioxidant Action of Vitamin C* (Figure 5B), *Complement System*, *Agranulocyte Adhesion and Diapedesis*, and *G-Protein Coupled Receptor Signaling*. Other examples of pathways that were perturbed at all three time points include Tumor *Microenvironment Pathway* (Figure 5C), *Hepatic Fibrosis/Hepatic Stellate Cell Activation*, and *Axonal Guidance Signaling* (Figure 4B). 

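Of the Year 0.5 list of Tumor Microenvironment Pathway, 20 genes were tested, and 18 were upregulated at each time point, with median log2 fold changes of 1.33, 1.36, and 1.74. The list of Hepatic Fibrosis/Hepatic Stellate Cell Activation had 11 upregulated and 12 downregulated genes among 23 tested at Year 0.5, and the list of Axonal Guidance Signaling had 23 upregulated and 14 downregulated genes among 37 tested, with the same directions under each of the 3 alternative scalings. *Myc* (chromosome 7, 102586313 to 102591240) had log2 fold changes of 0.78 (standard error 0.11), 0.69 (standard error 0.11), and 1.10 (standard error 0.08) and was a DEG at Year 2 (FDR 7.75e-06), with an FDR of 0.334 for the interaction of Year 2 against Year 0.5. At Year 0.5 and Year 1 its FDR passed the limit and its fold change did not. *Plau* (chromosome 15, 3644769 to 3650819) had log2 fold changes of 1.27, 1.60, and 1.86 (standard errors 0.12, 0.12, and 0.12) and was a DEG at each time point.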

In these top-ranked pathways, individual data sets were well-clustered according to the time point (Year 0.5, Year 1, and Year 2) in the heatmaps of DEG expression (Figure 5A–C). In addition, time-dependent alterations of gene expression levels were generally observed.

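The medians of the absolute log2 fold change of the common DEGs were 1.53 at Year 0.5, 1.53 at Year 1, and 1.91 at Year 2. The median at Year 2 exceeded that at Year 0.5 by 0.37 (jackknife standard error 0.20, with each of the 18 rats left out in turn). The absolute change was larger at Year 2 than at Year 0.5 in 596 of the common DEGs (78.2%), and 308 rose at each step. Between Year 0.5 and Year 1, 412 of the common DEGs changed more at Year 1. The difference of the medians between Year 2 and Year 0.5 ranged from 0.28 to 0.47 with each rat left out in turn, and it was 0.33 when only genes with at least 10 counts in every rat were used. Whether the effect of MWCNT on single genes differed between time points was tested by the interaction of treatment and time in the edgeR model of all 18 rats, with an FDR below 0.05 and no limit on the fold change. The effect at Year 2 differed from that at Year 0.5 in 194 of 14843 tested genes, 127 with a positive and 67 with a negative difference. In 174 of these genes the absolute change was larger at Year 2. The effect at Year 2 differed from that at Year 1 in 71 genes, of which 42 were shared with the first comparison. Between Year 1 and Year 0.5, 0 genes passed the FDR limit and 1260 had an unadjusted p below 0.05. The count for Year 2 against Year 1 was 512 with DESeq2, and it ranged from 1 to 416 with each rat left out in turn.

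**Figure D2:**
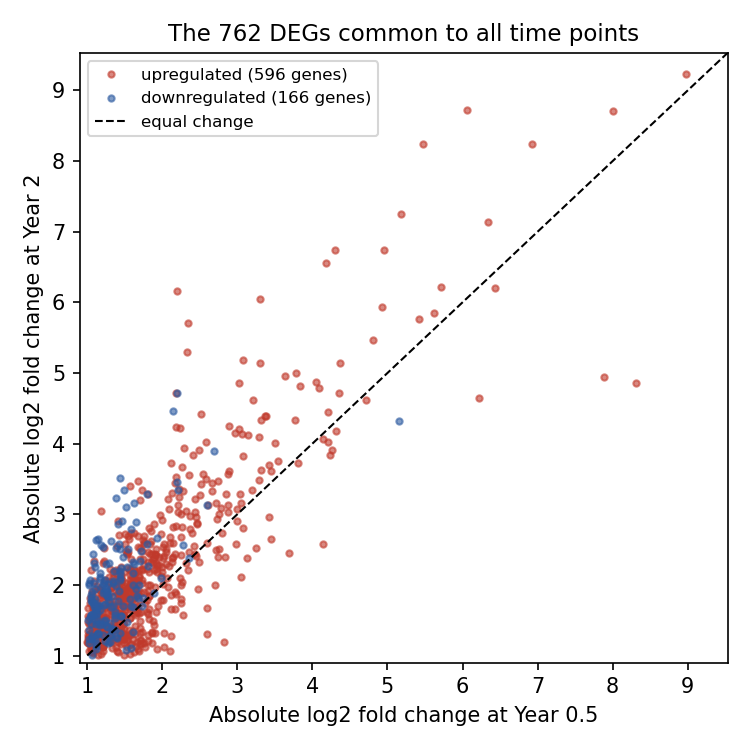
Absolute log2 fold change of the 762 common DEGs at Year 0.5 (horizontal axis) and at Year 2 (vertical axis), with 1 point per gene, red for upregulated and blue for downregulated genes. The dashed line marks equal change, and 596 genes lie above it.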

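The 9 genes of the Year 0.5 list of Cyclins and Cell Cycle Regulation were all upregulated DEGs at Year 0.5, with log2 fold changes from 1.04 to 1.92 and a median of 1.67. The 10 genes of the list of Mitotic Roles of Polo-Like Kinase were likewise all upregulated DEGs at Year 0.5, with log2 fold changes from 1.06 to 1.86.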

At Year 0.5, 16 canonical pathways were exclusively perturbed, including activation of *Cyclins and Cell Cycle Regulation* and *Mitotic Roles of Polo-Like Kinases* (Figure 4C and Figure S3). 

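All 5 genes of the Year 1 list of Gluconeogenesis I were DEGs at Year 1, 2 upregulated and 3 downregulated, and their median absolute log2 fold change was 0.94, 1.24, and 1.47 at Years 0.5, 1, and 2. Of the list of Chondroitin Sulfate Biosynthesis, 6 genes were tested, of which 3 were upregulated and 3 were downregulated. Their median log2 fold change at Year 1 was 0.11 with TMM normalization and -0.02 when the counts were scaled by library size only.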

At Year 1, 15 pathways, including metabolic and biogenesis-related pathways such as *Gluconeogenesis I* and *Chondroitin Sulfate Biosynthesis*, were perturbed (Figure 4D; Figure S3). At Year 2, a large number of pathways related to cancer and neural diseases were perturbed (Figure 4E), consistent with the results of Diseases and Biofunctions analysis (Figure 3). 

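The Year 2 lists of these pathways consist of DEGs of Year 2, and the same genes were also examined at the earlier time points. Of 20 tested genes of the list of HOTAIR Regulatory Pathway, 15 were upregulated and 5 were downregulated, and the median absolute log2 fold change was 1.03, 0.99, and 1.55 at Years 0.5, 1, and 2. The list of MSP-RON Signaling In Cancer Cells Pathway had 13 upregulated and 4 downregulated genes among 17 tested. The list of Basal Cell Carcinoma Signaling had 3 upregulated and 9 downregulated genes among 12, and that of 14-3-3-mediated Signaling had 12 upregulated and 10 downregulated genes among 22. These directions were the same under the 3 alternative scalings. *Mst1* (chromosome 8, 116857684 to 116862423) had log2 fold changes of 0.68, 0.83, and 1.03 (standard errors 0.12, 0.10, and 0.14) and was a DEG at Year 2 alone, and the interaction of Year 2 against Year 0.5 had an FDR of 0.382. *Plaur* (chromosome 1, 81328183 to 81344708) had log2 fold changes of 1.73, 1.24, and 2.03 (standard errors 0.14, 0.12, and 0.14) and was a DEG at each time point.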

IPA identified several pathways implicated in cell proliferation and cancer biological processes, such as *HOTAIR Regulatory Pathway*, *MSP-RON Signaling In Cancer Cells Pathway* (Figure 6A), *Basal Cell Carcinoma Signaling*, *FAK Signaling*, *14-3-3-mediated Signaling*, and *ERBB Signaling* (Figure 6B). 

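Of the Year 2 list of Apelin Cardiomyocyte Signaling Pathway, 18 genes were tested at Year 2, of which 5 were upregulated and 13 were downregulated, under each of the scalings used. The median log2 fold change of this list was -0.78 at Year 0.5, -0.76 at Year 1, and -1.18 at Year 2, and 17 of the 18 genes had a larger absolute change at Year 2 than at Year 0.5. The genes were selected by their change at Year 2, which favours a larger change there. The interaction of treatment and time passed the FDR limit in 1 of these genes. *Apln* (chromosome X, 134856726 to 134866210) had 101 ± 19.6 TPM (SD, n = 3) in the control rats and 28.0 ± 3.92 TPM (SD, n = 3) in the MWCNT-treated rats at Year 2, with a log2 fold change of -1.64 (standard error 0.15, FDR 3.05e-05). *Aplnr* (chromosome 3, 72540538 to 72544182), which encodes the receptor, had 149 ± 23.1 TPM (SD, n = 3) in the control rats and 40.4 ± 3.98 TPM (SD, n = 3) in the MWCNT-treated rats, with a log2 fold change of -1.66 (standard error 0.10, FDR 3.76e-06). At Year 0.5 the log2 fold changes of *Apln* and *Aplnr* were -1.21 and -1.30, and both were DEGs. At Year 1 they were -0.97 and -0.66, below the fold limit. The interaction of Year 2 against Year 1 gave an FDR of 0.253 for *Apln* and 0.0794 for *Aplnr*.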

The most highly inhibited pathway was *Apelin Cardiomyocyte Signaling Pathway* (Figure 4E and Figure 6C). Several axonal guidance signaling pathways were also perturbed in Year 2: *Axonal Guidance Signaling* (Figure 4B), *Ephrin B Signaling* (Figure 4E), *Netrin Signaling* (Figure 4E), *Ephrin Receptor Signaling* (Figure 6D), and *Notch Signaling* (Table S4c). These pathways are associated with the regulation of cell growth and movement. In addition, similar to the results of Year 1 (Figure S3), metabolic and biosynthesis pathways such as *Phospholipase* (Figure 4E), *FXR/RXR Activation*, *LXR/RXR Activation*, *Cysteine Biosynthesis/Homocysteine Degradation*, *PPARα/RXRα Activation*, and *Pyrimidine Deoxyribonucleotides De Novo Biosynthesis I* (Table S4c) were perturbed.

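At Year 2, 10 of 13 genes of the list of Ephrin B Signaling, 9 of 11 genes of the list of Netrin Signaling, and 18 of 31 genes of the list of Ephrin Receptor Signaling were downregulated, and the other genes of these lists were upregulated. All 8 genes of the list of Notch Signaling were downregulated, and the directions in these 4 lists were the same under each alternative scaling. The median log2 fold change of the Notch Signaling list was -0.81, -0.92, and -1.28 at Years 0.5, 1, and 2, so that its genes were already lower before Year 2, where they were selected. The interaction of Year 2 against Year 0.5 passed the FDR limit in 4 genes of the Netrin Signaling list. *Efnb1* (chromosome X, 68891227 to 68904038) had log2 fold changes of -0.57, -0.82, and -1.11 (standard errors 0.13, 0.12, and 0.11), and *Ephb4* (chromosome 12, 22393330 to 22417980) had -0.67, -0.59, and -1.05 (standard errors 0.10, 0.10, and 0.09). Both were DEGs at Year 2, and at the earlier time points they passed the FDR but not the fold limit. Their interactions of Year 2 against Year 0.5 had an FDR of 0.215 for *Efnb1* and 0.276 for *Ephb4*. *Unc5d* (chromosome 16, 67350539 to 67595225) had counts of 21, 33, and 22 in the control rats and 1, 3, and 1 in the MWCNT-treated rats at Year 2, at least 8.36-fold lower. At Year 0.5 its log2 fold change was -0.80 (standard error 0.31, FDR 0.0703), and at Year 1 it was already a downregulated DEG with -1.75 (FDR 0.0106). Its interaction of Year 2 against Year 0.5 was -3.02 (standard error 0.63, FDR 0.027), and that of Year 2 against Year 1 had an FDR of 0.134.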

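Of the Year 2 lists of these pathways, Phospholipases had 11 upregulated and 3 downregulated genes, LXR/RXR Activation had 23 and 5, FXR/RXR Activation had 17 and 9, and PPARα/RXRα Activation had 15 and 11, all as DEGs of Year 2. The list of Pyrimidine Deoxyribonucleotides De Novo Biosynthesis I had 2 upregulated and 3 downregulated genes. These directions at Year 2 were the same under each alternative scaling. Of the 3 molecules listed for Cysteine Biosynthesis/Homocysteine Degradation, 1 could be matched to the files by its symbol, and it fell by 2.42 on the log2 scale at Year 2.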

Fourteen of the 20 upstream regulators identified by Upstream Regulator analysis were common to all three time points: *lipopolysaccharide (LPS)*, *CSF2*, *immunoglobulin*, *beta-estradiol*, *IFNG*, *TNF*, *IL10*, *IL6*, *TGFB1*, *AGT*, *IL1B*, *dexamethasone*, *IL13*, and *IL4* (Table S5). All eight cytokines identified by Upstream Regulator analysis at Year 0.5 were also identified by Upstream Regulator analysis at Year 1 and Year 2. They are involved in the regulation of critical intracellular pathways, including STAT signaling and activation of the transcription factors *NFKB1* and *CEBPB* (Figure S4).

In the Regulator Effects analysis, *MYD88* showed the highest consistency score at Year 2 (Table S6). MYD88 is an adaptor molecule that is essential in Toll-like receptor and interleukin-1 receptor signaling. One of its primary effects is the induction of macrophage chemotaxis in response to Toll-like receptor signaling (Figure S5). The Regulator Effects list at Year 2 also contains three regulators of lung tumorigenesis: *MALT1*, *AREG*, and *PLAUR* (Table S6; Figure S5). Notably, the downregulation of *NOTCH4* is linked to breast and pancreatic cancer (Table S6; Figure S5), suggesting cancer-associated roles of axon guidance molecules in lung carcinogenesis.

To integrate the findings from the Core Analysis of IPA, we utilized the Graphical Summary feature with a hierarchical representation of the key regulators and key biological functions found at each time point (Figure S6). For Year 0.5, the major activated regulator was *IL1B*, with links to several immune-signaling molecules and Toll-like receptor signaling (Figure S6A). These key molecules are associated with the inflammatory response (releases of *IL1A* and *TNF*) as well as macrophage activities such as phagocytosis and chemotaxes. Inhibition of *SIGIRR*, a negative regulator of the Toll-like receptor signaling, and *ZFP36* (ZFP36 ring finger protein/tristetraprolin), an anti-inflammatory modulator in murine models of systemic inflammatory diseases, were also involved in this network. At Year 1, *SPP1* was identified as the major regulator. The *SPP1* network contains several immune-related proteins as well as cancer-related proteins (e.g., *Neoplasia of cells*, *CCND1*, *Thoracic neoplasm* and *Metastatic solid tumor*) (Figure S6B). The immune function-associated proteins *CSF2*, *IKBKB*, and *IL1A* were common to the Year 0.5 and Year 1 networks. At Year 2, *SPP1* was again identified as a main regulator, but neoplastic outcomes were more frequently represented compared with the SPP1 network of Year 1. A set of genes involved in epithelial cell growth (*ERBB2*, *EGF*, and *FGF2*) and *Plasminogen (PLG)* were connected to *Cancer* and *Lung cancer* in the Year 2 SPP1 network (Figure S6C).

### 3.3. qRT-PCR

To validate RNA-seq data, we measured the expression of 22 selected genes by qRT-PCR (Figure 7). 

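In the RNA-seq data, *Ccl2* (chromosome 10, 69412017 to 69413870) had 5.80 ± 2.46 and 3.22 ± 1.28 TPM (SD, n = 3) in the control rats at Year 0.5 and Year 1. At Years 0.5, 1, and 2, the MWCNT-treated rats had 72.2 ± 14.9, 79.1 ± 13.7, and 77.3 ± 2.76 TPM (SD, n = 3). Its log2 fold changes were 3.81, 4.86, and 3.72 (standard errors 0.27, 0.25, and 0.12). *Il6* (chromosome 4, 3043231 to 3047807) had too few counts to pass the filter at any time point. With no filter on low counts it was an upregulated DEG at Year 0.5 (log2 fold change 3.03, FDR 0.00779) and Year 1 (1.90, FDR 0.0449) and not at Year 2 (1.77, FDR 0.0952), and in one model of all 18 rats it was a DEG at all 3. Its counts were 1, 1, and 3 in the control rats and 22, 14, and 10 in the MWCNT-treated rats at Year 0.5. They were 0, 7, and 5 in the control rats and 11, 21, and 10 in the MWCNT-treated rats at Year 2. *Zfp36* (chromosome 1, 85380088 to 85382569) had log2 fold changes of -0.25 (standard error 0.10, FDR 0.0851), -0.43 (standard error 0.16, FDR 0.0603), and -0.16 (standard error 0.12, FDR 0.321), and it was not a DEG at any time point.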

The results of gene expression determined by qRT-PCR were consistent with the RNA-seq data (see Figure 5 and Figure 6; a full list is shown in Table S7). Three of the top 20 DEGs, *Spp1*, *Mt3*, and *Mmp12*, were examined. Expression levels of all three genes were substantially increased compared to time-matched controls, and *Mt3* and *Mmp12* showed clear time-dependent increases. Three inflammation-related genes, *Ccl2* (C-C motif chemokine ligand 2), *Il6* (interleukin 6), and *Zfp36*, were examined. Expression levels of the pro-inflammatory genes *Ccl2* and *Il6* were upregulated while expression of the anti-inflammatory gene *Zfp36* was downregulated. A protease regulating plasmin production, *Plau* (plasminogen activator, urokinase), and its receptor, *Plaur* (plasminogen activator, urokinase receptor), were also significantly elevated. *Plau* was significantly upregulated only at Year 2. Several ERBB signaling molecules, including receptors *Egfr* (epidermal growth factor receptor), *Erbb2* (Erb-B2 receptor tyrosine kinase 2), *Erbb3*, and *Erbb4*, and their ligands, *Egf* (epidermal growth factor), *Areg* (amphilegurin), *Ereg* (epilegurin), *Btc* (betacellulin), and *Nrg1* (neuregulin 1), were measured. Expression of these genes was in agreement with the RNA-seq data. 

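Among the genes of the ERBB receptors in the RNA-seq data, *Egfr* (chromosome 14, 99919485 to 100098796) had log2 fold changes of 0.26, -0.10, and 0.43 (standard errors 0.17, 0.27, and 0.13) at Years 0.5, 1, and 2. *Erbb2* (chromosome 10, 86367596 to 86391728) had 0.06, -0.14, and 0.15 (standard errors 0.08, 0.11, and 0.09), and its positive values turned negative when the counts were scaled by library size only, -0.05 at Year 0.5 and -0.02 at Year 2. *Erbb3* (chromosome 7, 2989340 to 3010350) had 0.52, 0.38, and 0.70 (standard errors 0.06, 0.09, and 0.08). None of these 3 genes was a DEG at any time point, because all changes were below the fold limit. *Erbb4* (chromosome 9, 75021790 to 75528644) was a downregulated DEG at each time point, with 1.38 ± 0.0627, 1.42 ± 0.217, and 0.749 ± 0.0854 TPM (SD, n = 3) in the control rats. The MWCNT-treated rats had 0.464 ± 0.215, 0.338 ± 0.0837, and 0.0838 ± 0.0371 TPM (SD, n = 3). Its log2 fold changes were -1.47 (standard error 0.37, FDR 0.0133), -1.84 (standard error 0.30, FDR 0.00165), and -2.90 (standard error 0.46, FDR 0.000814).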

The expression of three genes involved in negatively regulated canonical pathways, *Aplnr* (apelin receptor/APJ) and two axon guidance proteins, *Ephb4* (EPH receptor B4) and *Unc5d* (unc-5 Netrin receptor D), was examined. Expression of all three genes was significantly decreased at Year 2. Finally, expression of two known as tumor suppressor genes, *Cav1* (caveolin 1) and *Wif1* (wingless-type inhibitory factor-1) was examined. In the control group, the highest expression level of *Cav1* was at Year 2, and at Year 2, *Cav1* was significantly decreased in the MWCNT-treated group. *Wif1* expression was downregulated at all three time points.

### 3.4. Immunohistochemistry

We further investigated the spatial localization of key molecules at Year 0.5 and Year 2 by immunohistochemistry (Figure 8 and Figure 9). As shown by H&E staining, macrophage aggregations, fibrotic and granulomatous changes, and reactive hyperplasias of type II pneumocytes were the major findings at Year 0.5 (Figure 8), while preneoplastic lesions, i.e., atypical hyperplasias, mainly composed of proliferative cells possibly derived from bronchiolar cells (Figure 9 center column) or alveolar cells (Figure 9 right column) were frequently observed at Year 2 (also see Figure S2). There was strong staining of SPP1 in alveolar macrophages, especially in large foamy or fractured cells at Year 2. The SPP1 protein was also induced in epithelial cells in the two types of atypical hyperplasias, the one that appeared to be derived from bronchiolar cells and the one that appeared to be derived from alveolar cells. HMOX1 (heme oxygenase 1) was detected in alveolar macrophages at Year 0.5, and strong staining was noted in macrophages as well as hyperplastic epithelial cells, possibly derived from the bronchiole, at Year 2. LPO staining resembled that of HMOX1, but strong staining was observed in both types of preneoplastic lesions. MMP12 was highly localized to normal bronchial epithelial cells, but mild staining was also detected in MWCNT-laden macrophages, alveolar walls with granulomatous and fibrotic changes, and preneoplastic lesions. Three ERBB signaling-related proteins, EGFR, ERBB2, and AREG, exhibited a similar pattern. The above proteins localized to macrophages and bronchiolar and alveolar cells, and were markedly stained in preneoplastic lesions. ANKS1B (ankyrin repeat and sterile alpha motif domain containing 1B) was mainly detected in bronchiolar cells but staining was also observed in active macrophages and proliferative epithelial cells.

## 4. Discussion

MWNT-7 is one of the most important reference MWCNTs due to an abundance of positive toxicological data, including lung carcinogenicity by inhalation in rats [14], lung carcinogenicity by intratracheal instillation in rats [29], carcinogenicity of the peritoneum and pleura in rats by intraperitoneal injection [9,33] and intratracheal spraying/instillation [29,34], and genotoxicity by in vitro and in vivo tests [35,36,37]. In the present study, we first performed a profiling of transcripts sourced from rats from a 2-year study in which a significantly high incidence of lung tumors was observed in the MWNT-7-treated group [29]. The tissues were from control rats and from non-tumor lung tissue of rats exposed to MWNT-7 for 0.5, 1, and 2 years. A major biological event at all three time points was macrophage-elicited inflammatory responses, suggesting inflammation-based carcinogenicity. The top-ranked perturbed pathways identified in the present study were consistent with those of previous analyses of CNT-exposed rat and mouse lungs, especially with regard to inflammation (Tables S8 and S9, and Figure S7) [16,17,18,22,24,38,39,40,41,42]. In the present study, we also found that several of the perturbed biofunctions increased in a time-dependent manner (see Figure 3). In addition, there was a tendency for altered gene expression levels to become greater over time (see Figure 5 and Table 1). 

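Among the genes that the paper lists for Year 0.5, which were selected by their change at that time point, the absolute log2 fold change was larger at Year 2 than at Year 0.5 in 13 of 16 genes for Complement System, in 19 of 26 for Acute Phase Response Signaling, in 10 of 12 for Antioxidant Action of Vitamin C, and in 6 of 8 for Toll-like Receptor Signaling. The same held for 1 of 9 genes for Cyclins and Cell Cycle Regulation and 0 of 10 for Mitotic Roles of Polo-Like Kinase. In the lists for Complement System and Acute Phase Response Signaling, the interaction of treatment and time passed the FDR limit in 3 genes each. After describing a tendency of expression changes to become greater over time, the paper concludes that there was no clear switch from inflammation to other major events, and that the inflammatory response lasted and escalated through the experiment, and that further events were added at later phases (Figure 10).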

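*Hmox1* (chromosome 19, 14508616 to 14515456) had 49.5 ± 0.548, 77.6 ± 19.5, and 56.7 ± 3.94 TPM (SD, n = 3) in the control rats at Years 0.5, 1, and 2. The MWCNT-treated rats had 130 ± 13.0, 181 ± 19.1, and 187 ± 19.5 TPM (SD, n = 3), so that the means of Year 1 and Year 2 differed by less than the spread between the rats. The log2 fold change was 1.54 (standard error 0.09), 1.46 (standard error 0.16), and 1.94 (standard error 0.11), and *Hmox1* was a DEG at each time point. The difference of 0.49 (standard error 0.20) between the effects at Year 2 and Year 1 had an FDR of 0.219 in the interaction test, and it came with a lower mean in the control rats of Year 2 than in those of Year 1.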

Expression of Hmox1 (heme oxygenase 1), a well-known marker of ROS generation, also increased from Year 1 to Year 2. This contrasts with previous time-course studies in which inflammation-related pathways or gene ontology terms were significantly enriched 3–7 days after single exposures and markedly declined during the recovery period [16,17]. Our transcriptomic analysis suggests that inflammation-related ROS generation is likely a cause of lung carcinogenicity, but a persistent inflammatory stimulus may be needed to induce lung tumorigenesis. Our data showed no clear switch from the inflammatory response to other major biological events. Rather, the inflammation response lasted and escalated through the experiment, and additional events occurred at later phases (Figure 10). Several in vivo and in vitro studies suggested that CNTs activate the NFB-mediated inflammasome and produce IL-1, leading to the generation of ROS and reactive nitrogen species in immune cells and surrounding alveolar and bronchiolar cells [3,43,44]. In addition, genotoxicity studies have indicated that some types of CNT, including MWNT-7, are genotoxic and have reported induction of double-strand breaks and positive results using the comet assay [4]. However, MWCNT genotoxicity in vivo arises through a secondary mechanism [4,45]. Totsuka and colleagues demonstrated that MWNT-7 induced ROS-induced mutation signatures such as G-C transversion in mice [35,45]. ROS generation by macrophages could result in these mutations being fixed in the cell genome, especially during chronic inflammation and the resulting rounds of tissue damage and tissue repair. Consequently, doses of MWCNT that result in chronic inflammation, which our analysis indicated occurred in the present study, could result in mutations of key driver genes over time. In a human sequential lung cancer development scheme, early events such as loss of heterogeneity, microsatellite alteration, and small telomeric deletions precede morphological abnormalities (e.g., hyperplasia, dysplasia, and carcinoma in situ) and mutations of key genes such as *Egfr*, *Plau*, *p53*, and *Kras* [46,47]. In a rat silica-induced lung cancer model, the DNA damage response such as H2AX was evident in early preneoplasia [48]. Therefore, future studies should examine the early genetic (and epigenetic) alterations in the lung during MWNT-7-induced lung cancer in rats and mice. DNA mutation signature analyses and adductome analysis will help to establish whether inflammation-related ROS actually does result in genomic damage during chronic MWCNT exposure [49,50,51].

In addition to the inflammation-related bioprocesses that were detected at Year 0.5, Year 1, and Year 2, IPA identified several time point-specific biological functions and pathways. For example, pathways associated with cell cycle and cyclin regulation were identified as being specific to Year 0.5. These pathways were, however, not necessarily exclusive to Year 0.5. The DEGs involved in these pathways were also upregulated or downregulated in samples from the other two time points, as shown in the heatmap in Figure S3A (compare the M1 samples with the M2 and M3 samples). 

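Of the Year 0.5 list of Cyclins and Cell Cycle Regulation, all 9 genes were also upregulated at Year 1 and Year 2. Their median log2 fold changes were 1.35 and 1.11. At Year 1, 7 were DEGs, and at Year 2, 7 were DEGs, but in part different genes. *E2f3* and *E2f8* were DEGs at Year 1 and not at Year 2, and *E2f7* and *Rbl1* the reverse. Of the list of Mitotic Roles of Polo-Like Kinase, all 10 genes were upregulated at Year 1 and Year 2, with medians of 0.98 and 0.90. At Year 1, 4 were DEGs, with *Plk1* among them, and at Year 2, 4 were DEGs, with *Kif11* in its place. The directions were the same with each scaling. The lists were tested as sets at Year 1 and Year 2 with camera of limma, which compares the genes of a set with all other tested genes, with an inter-gene correlation of 0.01. The adjusted p of limma's camera over the 4 tests was 0.000938 at Year 1 and 0.0111 at Year 2 for Cyclins and Cell Cycle Regulation, and 0.000332 and 0.0111 for Mitotic Roles of Polo-Like Kinase. When the inter-gene correlation was estimated from the data, the adjusted p rose to 0.191, 0.191, 0.191, and 0.29. Under the other alternatives set in advance, apart from fits that left out 1 rat, it lay between 6.51e-05 and 0.0130.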

While the *p*-value of this pathway did not exceed the threshold *p* value (−log (*p*-value) > 1.3), activation of this pathway at Year 1 and Year 2 is likely (Figure 10). 

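At Years 0.5, 1, and 2, the median log2 fold change of the 14 genes listed for Phospholipases at Year 2 was 0.86, 0.97, and 1.45. This list was selected at Year 2, which favours a larger change there. For the 22 tested genes of the Year 1 list of LXR/RXR Activation, the medians were 1.23, 1.58, and 2.03, and all 22 were upregulated at Year 1 and Year 2, 22 as DEGs at Year 1 and 20 at Year 2. For the Year 1 list of FXR/RXR Activation, 16 genes were upregulated and 4 were downregulated at Year 1 and at Year 2, with a median of 1.80 at Year 2. In the LXR/RXR Activation and FXR/RXR Activation lists, the directions at Year 1 and Year 2 were the same with each scaling, and 1 gene of each list turned downregulated at Year 0.5 when the counts were scaled by library size only.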

At Year 1, activation of some metabolic and biogenesis-related pathways was noted; however, activation of these pathways seems not to be specific to Year 1, but rather to be maintained until Year 2 (phospholipase and some nuclear receptor signaling pathways) (Figure 10). Recently, impairment of pulmonary lipid homeostasis has been addressed in studies of the toxicities of electronic cigarettes and nanomaterials, including CNTs [22,52,53,54,55]. It was found that this could profoundly affect surfactant metabolism, lamellar body biogenesis in type II pneumocytes, and the plasticity and functions of alveolar macrophages.

At Year 2, several interesting canonical pathways were identified (Figure 4 and Figure 10), many of which are not included in previous toxicogenomic reports analyzing CNTs (Tables S8 and S9, and Figure S7) [16,17,18,22,24,38,39,40,41,42]. 

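Of the Year 2 list of ERBB Signaling, 16 genes were tested at Year 2, of which 7 were upregulated and 9 were downregulated under each scaling, with a median log2 fold change of -1.07. The median of the same list, which was selected at Year 2, was -0.58 at Year 0.5 and -0.22 at Year 1. *Mapk10* (chromosome 14, 8080275 to 8368254), one of the listed genes, had log2 fold changes of -0.67 (standard error 0.36, FDR 0.177) at Year 0.5, -1.88 (standard error 0.38, FDR 0.00443) at Year 1, and -2.38 (standard error 0.61, FDR 0.0106) at Year 2. Its interaction of Year 2 against Year 0.5 had an FDR of 0.29.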

*ERBB Signaling Pathway* was significantly perturbed, but IPA analysis could not determine whether this pathway was upregulated or downregulated (z-score: −0.9). Considering the wide variety of combinations of receptors and their ligands and crosstalk with other intracellular signaling pathways such as G-protein-coupled receptors and insulin-like growth factor receptors, the results extracted from IPA need to be more closely scrutinized. EGFR and ERBB2/Her2 are well-known oncogenic genes in human lung adenocarcinoma [56,57,58]. ERBB2 does not have a ligand binding domain of its own; rather, it binds to ligand-bound EGF receptor family members, stabilizing ligand binding and enhancing downstream signaling. Detailed histological analyses revealed stepwise increases in the immunohistochemical signals from normal bronchial mucosa to epithelial hyperplasia to cancer [46,56,59]. Prominent protein localizations in the preneoplastic foci in the present study are suggestive of a contribution of the two receptors to CNT-induced carcinogenesis. Among 12 ligands for ERBB families, those for ERBB3 and ERBB4 (e.g., *Nrg1*, *Nrg2*, and *Nrg3*) showed minimal or no significant alterations of gene expression in RNA-seq, while some ligands that bind mainly to EGFR (e.g., *Btc*, *Ereg*, and *Areg*) exhibited significant upregulation in RNA-seq and qRT-PCR validation, suggesting activation of EGFR at Year 2. However, levels of transcripts of ERBB family genes were not increased in qRT-PCR. 

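Of the ERBB ligands at Year 2, *Areg* (chromosome 14, 18521930 to 18531179) had 2.30 ± 1.25 TPM (SD, n = 3) in the control rats and 19.8 ± 9.16 TPM (SD, n = 3) in the MWCNT-treated rats, with a log2 fold change of 3.33 (standard error 0.43, FDR 0.000234). *Ereg* (chromosome 14, 18576355 to 18591394) had 1.57 ± 0.977 TPM (SD, n = 3) in the control rats and 10.1 ± 1.63 TPM (SD, n = 3) in the MWCNT-treated rats, with a log2 fold change of 2.92 (standard error 0.37, FDR 0.000198). Both were already DEGs at Year 0.5 and Year 1, with log2 fold changes of 2.66 and 2.15 for *Areg* and 2.00 and 1.70 for *Ereg*. *Btc* (chromosome 14, 18231860 to 18272484) had counts of 2, 3, and 4 in the control rats and 10, 28, and 9 in the MWCNT-treated rats at Year 2, which were too few to pass the filter. With no filter on low counts its log2 fold change was 2.30 (standard error 0.65, FDR 0.0158), and in one model of all 18 rats it was 2.32 (FDR 0.00153), a DEG in both. *Nrg1* (chromosome 16, 63837216 to 64057434) had log2 fold changes of 0.40, 0.58, and 1.14 (standard errors 0.28, 0.16, and 0.18) and was an upregulated DEG at Year 2 (FDR 0.000886), and the interaction of Year 2 against Year 0.5 had an FDR of 0.333. *Nrg2* had 0.86, 0.68, and 0.57, below the fold limit at each time point, and *Nrg3* has no entry under this symbol in the files. *Nrg4* (chromosome 8, 59782974 to 59849490), whose position overlaps that of *Fbxo22* on the opposite strand, was a downregulated DEG at Year 2, with a log2 fold change of -2.32 (standard error 0.68, FDR 0.0186). *Egf* was downregulated by the DEG criterion at Year 0.5 (log2 fold change -1.17) and Year 2 (-1.41). The log2 fold change at Year 2 was 0.58 for *Tgfa* and -0.47 for *Hbegf*, and neither was a DEG. *Epgn* had at most 3 counts in any rat.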

The expressions of *Egfr* and *Erbb3* exhibited no or limited changes, while *Erbb2* and *Erbb4* decreased. Downregulation of the *Erbb4* transcript was notable in the results of qRT-PCR. ERBB4 is the only member of the ERBB family with a potential function as a tumor suppressor gene, and loss of the gene copy number of ERBB4 was found in approximately 20% of human lung squamous carcinoma and adenocarcinoma patients [60].

*MSP-RON Signaling In Cancer Cells Pathway* is another pathway that was exclusively perturbed at Year 2. Macrophage-stimulating protein (MSP) is a plasminogen-related growth factor and binds to d’Origine Nantais (RON), a receptor tyrosine kinase belonging to the MET proto-oncogene family. The MSP-RON signal plays a role in inflammation and innate immunity, modulating macrophage features in acute and chronic inflammation and tumor-immune escape [61]. Additionally, MSP-RON was shown to be involved in cell proliferation, migration, and invasion in human pulmonary cancer [62,63]. Notably, the MSP-RON axis upregulates gene expression of PLAUR [64]. PLAU (plasminogen activator, urokinase) and its receptor PLAUR (plasminogen activator, urokinase receptor) influence many normal and pathological processes related to cell-surface plasminogen activation and localized degradation of the extracellular matrix (ECM) [65]. Thus, PLAUR is also involved in the *Tumor Microenvironment* pathway. The MSP-RON pathway and PLAU-PLAUR system possibly have roles in both regulating macrophages and neoplastic changes of alveolar and bronchiolar cells in chronic inflammation caused by MWNT-7.

Guidance molecules are critical players in the nervous system to control axon outgrowth and direction, but they are also widely expressed outside the nervous system, where they control cell migration, tissue development, and the establishment of the vascular network. They are also involved in lung cancer development and metastasis [66]. One such signaling pathway is the Slit-Robo pathway; however, Slit-Robo signaling, which correlates with altered cell motility, can have opposing effects in different cancers [67]. These opposing effects are attributed to the variety of ligands and receptors that are involved in cell motility in different environments. In the lung, Slit/Robo suppresses tumor formation [67], and Robo1^−/−^ and Robo1^+/−^ mice have a high incidence of alveolar hyperplasia and exhibit increased susceptibility to lung cancer [68,69]. Notably, several axonal guidance signaling pathways were perturbed at Year 2: *Axonal Guidance Signaling* was perturbed at all three time points, and *Ephrin B Signaling*, *Netrin Signaling*, *Ephrin Receptor Signaling*, and *Notch Signaling* were all downregulated at Year 2. In addition, another guidance molecule, Notch4, was identified as an upstream regulator (Figure S5E). These results suggest that genes associated with axonal guidance play an important role in the response to MWCNT exposure in the lung. In rats, reactive hyperplasia of alveolar cells occurs as a response to damage to the alveolar epithelium by inhalation of insoluble particles or fibers, while atypical hyperplasia arises as a “preneoplastic” lesion, leading to lung adenoma or adenocarcinoma. Similar to the findings in 2-year inhalation studies of indium phosphide, indium-tin oxide, and MWNT-7 [14,70,71], we found atypical hyperplasia in the lungs of MWCNT-treated rats at Year 2 in the rats used for evaluation of carcinogenicity [29]. Downregulation of guidance molecule pathways could link the structural alteration from the reactive (reversible) response to MWCNT to preneoplastic lesions in the lung.

Another interesting pathway to emerge from this study is the *Apelin Cardiomyocyte Signaling Pathway*, identified as the most negatively regulated pathway in Year 2. Apelin is an endogenous ligand for the APJ receptor (Apelin receptor; APLNR). The apelin-APJ system plays various roles in the physiology and pathophysiology of many organs, including the regulation of cardiac contractility, angiogenesis, cell proliferation, and apoptosis [72]. Recently, the apelin-APJ axis has been shown to alleviate fibrosis in several organs by regulating PI3K/Akt signaling and TGF-β signaling [73,74]. In an LPS-induced pulmonary fibrosis model, the apelin-APJ axis was found to regulate fibrosis through TGF-β1-mediated endothelium-mesenchymal transformation (EndMT). 

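Of the Year 2 list of Hepatic Fibrosis/Hepatic Stellate Cell Activation, 45 genes were tested at Year 2, of which 22 were upregulated and 23 were downregulated under each scaling. The median absolute log2 fold change of this list was 0.95, 0.95, and 1.33 at Years 0.5, 1, and 2, and 40 of the 45 genes had a larger absolute change at Year 2 than at Year 0.5. The list of Hepatic Fibrosis Signaling Pathway had medians of 0.93, 1.02, and 1.45, and 55 of 63 genes had a larger absolute change at Year 2. Both lists were selected at Year 2. In the corresponding lists selected at Year 0.5, the absolute change was larger at Year 2 in 16 of 21 genes and in 18 of 27 genes.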

In the present study, severe pulmonary fibrosis was histologically evident, especially at Year 2 [29], and the *Hepatic Fibrosis/Hepatic Stellate Cell Activation pathway*, *Hepatic Fibrosis Signaling Pathway*, and *Pulmonary Fibrosis Idiopathic Signaling Pathway* were also perturbed, especially at Year 2 (compare Table S4a,b with Table S4c). Similar to the LPS model, repeated MWCNT exposures likely inhibited the apelin-APJ axis, which would exacerbate fibrosis by promoting EndMT in the lung parenchyma. In humans, fibrosis is not only a severe adverse event in the lung but also a risk factor for lung cancer development, probably due to the shared cellular and molecular processes driving the progression of both pathologies [75]. The prominent fibrosis was observed in association with atypical hyperplasias in rat 2-year carcinogenicity studies for MWNT-7, indium phosphide, and indium-tin oxide [14,70,71]. Fibrosis is one of the common outcomes of CNT exposures in rodent studies, even with short-term experiments, but the relationship between CNT-induced fibrosis and lung cancer development remains unclear, warranting further investigation.

We also characterized temporal expression patterns of some DEGs. *Spp1* was shown to be a major regulator in our data set (Figure S6). SPP1/osteopontin was first identified as a bone matrix protein regulating bone remodeling, but its diverse biological roles are becoming increasingly recognized, especially in the regulation of the immune response to chronic inflammation and tumorigenesis [76,77]. Giopanou et al. examined *Spp1* function in urethane-induced murine lung adenocarcinoma development using *Spp*^−/−^ and Cre-loxP-*Kras^G12D^* mice. Epithelial and macrophage-secreted SPP1 activated tumor-associated inflammation, and interestingly, the epithelial SPP1 promoted early tumorigenesis by fostering the mutant *Kra^sG12D^*-expressing cells [78]. Similar to their immunostaining results, we found localization of the SPP1 protein not only in macrophages and normal bronchiolar epithelium but also in preneoplastic epithelial cells. Accordingly, rat *Spp1* may have roles in regulating chronic inflammation and the onset of lung carcinogenesis induced by MWCNT exposure.

*MMP12* plays a role in degrading ECM and contributing to remodeling damaged tissues. Some researchers have reported high levels of *MMP12* induction in macrophages and surrounding tissues as a response to carbon-based nanomaterials [17,79,80]. 

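*Mmp12* had 4.99 ± 1.05, 5.12 ± 0.570, and 6.25 ± 2.37 TPM (SD, n = 3) in the control rats at Years 0.5, 1, and 2. The MWCNT-treated rats had 235 ± 28.8, 275 ± 11.6, and 399 ± 14.8 TPM (SD, n = 3). Within the MWCNT-treated rats, the expression at Year 2 was higher than at Year 0.5 by 0.85 on the log2 scale (standard error 0.14, FDR 0.000614). The effect of MWCNT relative to control rats differed between Year 2 and Year 0.5 by 0.52 (standard error 0.26, FDR 0.393 in the interaction test).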

In the present study, marked upregulation and time-dependent increases at both transcript and protein levels were observed, suggesting the participation of *Mmp12* in the worsening of histological findings such as fibrosis, granulation, and proliferation of epithelial cells.

*Mt3* and *Lpo* were also found to be markedly upregulated at all three time points and upregulation increased from Year 0.5 to Year 2. 

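In the MWCNT-treated rats, *Mt3* had 34.1 ± 15.8, 56.8 ± 21.0, and 136 ± 48.9 TPM (SD, n = 3) at Years 0.5, 1, and 2, and *Lpo* had 11.6 ± 1.64, 84.7 ± 21.5, and 202 ± 18.1 TPM (SD, n = 3). In the control rats, *Mt3* had 0.536 ± 0.189, 0.0911 ± 0.158, and 0.344 ± 0.355 TPM (SD, n = 3), and *Lpo* had 0.281 ± 0.136, 0.402 ± 0.136, and 0.799 ± 0.919 TPM (SD, n = 3). Within the MWCNT-treated rats, the difference between Year 2 and Year 0.5 was 2.06 on the log2 scale for *Mt3* (FDR 0.000855) and 4.20 for *Lpo* (FDR 5.3e-08). The interaction of Year 2 against Year 0.5 compares the changes relative to the control rats. It was 2.675 (FDR 0.501) for *Mt3* and 2.777 (standard error 0.928, FDR 0.171) for *Lpo*. For *Mt3* the interaction had a standard error of 1.64 and rests on control rats with at most 2 counts. It therefore cannot decide whether the change of *Mt3* grew. For *Lpo* the interaction did not pass the FDR limit, which does not show that its change stayed the same.

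**Figure D3:**
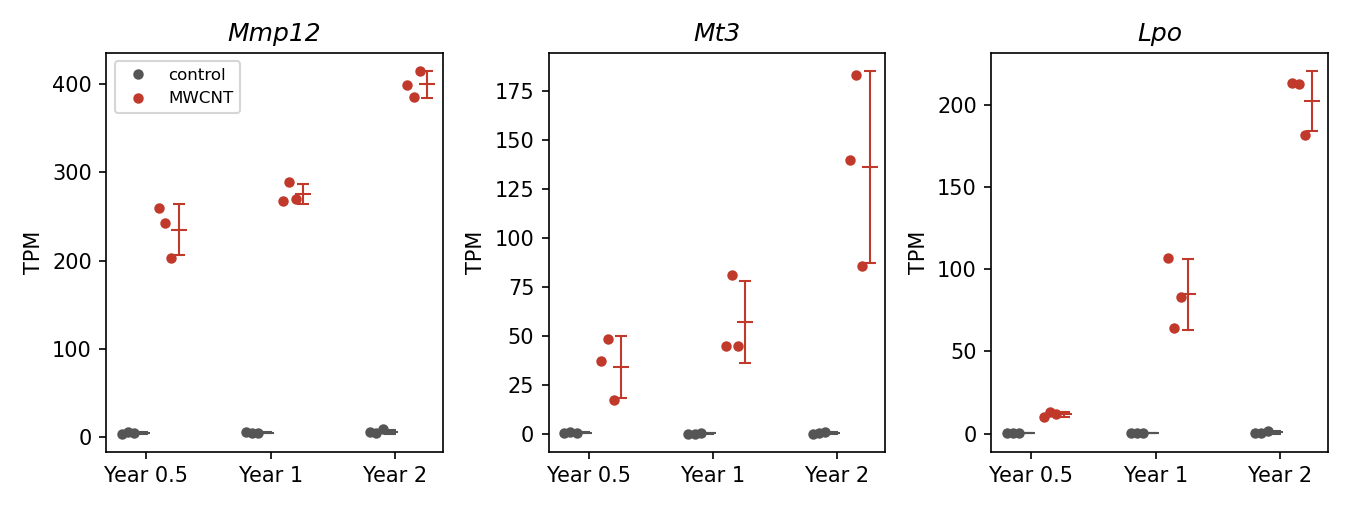
TPM of *Mmp12*, *Mt3*, and *Lpo* at each time point, with 1 point per rat, grey for control and red for MWCNT-treated rats, and the mean with its SD (n = 3) beside the points. For *Lpo*, the mean of the MWCNT-treated rats stands at 11.6, 84.7, and 202 TPM at the successive time points, and the control rats stay near 0.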

MT3 is a zinc-binding protein that can bind a variety of heavy metal ions as well as oxygen and nitrogen radicals, and recently it has been recognized as a multifunctional player in redox, apoptosis, lysosomal biogenesis, and carcinogenesis [81,82]. LPO is a type of peroxidase secreted by goblet cells in the epithelial lining of the respiratory tract. In the presence of hydrogen peroxide, LPO oxidizes thiocyanate to generate hypothiocyanite, a potent antimicrobial [83]. These genes are possibly related to inflammation-induced carcinogenesis and may be biomarker candidates for chronic MWCNT toxicities.

ANKS1B is a multi-domain protein that has a role in the pathogenesis of Alzheimer’s disease. A systemic search for SNPs in apoptotic-pathway genes revealed a relationship between the SNPs of *ANKS1B* and lung cancer risk in humans, but their roles in lung cancer development are largely unknown [84]. The circular RNA of *Anks1b* promotes metastasis of triple-negative breast carcinoma by modulating epithelial-to-mesenchymal transition [85]. In the present study, gene expression was markedly elevated at Year 1, and at Year 2 it was the fifth most upregulated gene. 

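*Anks1b* (chromosome 7, 30699476 to 31681182) had counts of 0, 0, and 1 in the control rats and 7, 5, and 5 in the MWCNT-treated rats at Year 0.5, which were too few to pass the filter. With no filter on low counts the log2 fold change was 3.59 (FDR 0.0284). At Year 1 its counts were 0, 0, and 2 in the control rats and 14, 11, and 17 in the MWCNT-treated rats, and the gene was at least 4.87-fold higher in the latter (FDR 0.00266). At Year 2 its counts were 0 in each control rat and 45, 44, and 45 in the MWCNT-treated rats, and it was at least 14.9-fold higher (FDR 6.26e-05). Within the MWCNT-treated rats, the expression at Year 2 was higher than at Year 0.5 by 3.12 on the log2 scale (FDR 0.000591). The interaction of Year 2 against Year 1 had an FDR of 0.218. It rests on control rats with at most 2 counts, so that it cannot decide whether the change grew.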

Although the specific role of circ-Anks1b in rodent lungs has not been studied, the strong detection of the protein in epithelial cells at Year 2 is suggestive of a role for this gene in the onset of lung cancer development in rats.

Finally, key driver genes or potential biomarkers of human lung cancer were altered in the present study (Table S10) [86,87,88,89,90,91,92]. 

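Table S10 lists 236 changes of 122 genes, of which 227 were DEGs here and 231 could be tested, all with the sign given by the paper. The largest absolute difference between the log2 fold changes obtained here and the paper's values was 0.03. At Year 0.5, 75 changes were tested, 64 upregulated and 11 downregulated. At Year 1, 68 were tested, 52 upregulated and 16 downregulated, and at Year 2, 88 were tested, 57 upregulated and 31 downregulated. The genes *Gjb6* at Year 0.5, *Krt5* at Year 1 and Year 2, and *Rmi2* and *Tenm2* at Year 1 did not pass the filter on low counts.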

Besides markedly upregulated genes, such as Spp1, Mmp12, and Mt3, we focused on two downregulated genes. *Cav1* is suggested to act as a tumor suppressor in various cancers, including lung adenocarcinoma, by regulating cell proliferation and cell death [93,94]. *Wif1*, an important regulator in the WNT pathway, is also a well-known tumor suppressor gene in lung cancer [95,96]. Both *Cav1* and *Wif1* were appreciably downregulated at Year 2.

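*Cav1* (chromosome 4, 44597123 to 44630200) had 1159 ± 59.2, 1138 ± 90.7, and 976 ± 72.2 TPM (SD, n = 3) in the control rats at Years 0.5, 1, and 2. In the MWCNT-treated rats it had 503 ± 102, 445 ± 76.3, and 246 ± 44.1 TPM (SD, n = 3). Its log2 fold changes were -1.06, -1.12, and -1.77 (standard errors 0.13, 0.11, and 0.12), it was a DEG at each time point, and the interaction of Year 2 against Year 0.5 was -0.70 (standard error 0.18, FDR 0.0713). *Wif1* (chromosome 7, 63094911 to 63165159) had 112 ± 11.0, 78.6 ± 3.91, and 70.1 ± 6.04 TPM (SD, n = 3) in the control rats, and 70.3 ± 8.18, 67.4 ± 5.99, and 54.2 ± 4.22 TPM (SD, n = 3) in the MWCNT-treated rats. Its log2 fold change was -0.54 (standard error 0.10, FDR 0.00283) at Year 0.5, 0.01 (standard error 0.08, FDR 0.917) at Year 1, and -0.15 (standard error 0.08, FDR 0.135) at Year 2. When the counts were scaled by library size only, the value at Year 2 was -0.32 (FDR 0.00947), and that at Year 1 turned to -0.12.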

The present study has two major limitations. To evaluate preneoplastic status in this study, we excluded tumor nodules; however, the frozen samples could have included various focal lesions such as reactive alveolar hyperplasias, atypical hyperplasias, and early adenomatous lesions. In addition, perturbation of proinflammatory and profibrogenic genes in immune cells and interstitial cells could have masked alterations in preneoplastic epithelial cells. Analyses with high spatial resolution using laser microdissection or approaches such as spatial transcriptomics and photo-isolation chemistry are needed [97,98]. The other limitation is that we analyzed only one type of MWCNT and used animals exposed to only one dosage level of this MWCNT. Previous toxicogenomic analyses for CNTs have clearly demonstrated dose-dependent results [16,38], and some comparative analyses have discovered some physicochemical feature-dependent gene expression patterns [22,23]. In particular, if we had prepared another negative control group (dosed with a “non-carcinogenic fiber”), it would have provided a better comparison. In a rat peritoneal injection model, a comparison between rats injected with a “carcinogenic fiber” (MWNT-7) and those injected with a thin, tangled, “non-carcinogenic fiber” revealed a transcriptomic signature of the peritoneal macrophages contributing to mesothelioma development [99]. However, regarding lung carcinogenicity, relevant non-carcinogenic fibers have not been identified despite intensive 2-year studies evaluating the carcinogenicities of various CNTs administered by an intratracheal exposure protocol termed “intra-Tracheal Intra-Pulmonary Spraying (TIPS)” (established by Tsuda et al.) [25,26]. In our recent intratracheal spraying study (manuscript in preparation), a mill-ground MWNT-7 (shortened MWNT-7) induced only weak inflammation and resulted in no lung tumor development after 2 years despite administering a total dose of 1.2 mg/rat, a dose that was comparable to the studies by Tsuda et al. [25,26]. The shortened MWNT-7 may become a negative control when evaluating the lung carcinogenicity of CNTs in rats.

While the entire molecular mechanism of CNT-induced pulmonary carcinogenesis is still far from being completely established, longitudinal assessment of the transcriptome before and during carcinogenesis is a fundamental step toward effective mechanistic analyses in animal experiments and in vitro studies. It is hoped that further studies will evaluate whether the molecules and pathways found in this study are indeed involved in carcinogenesis and are applicable to toxicological biomarkers using knockdown or inhibition techniques. As mentioned above, omics studies with other experimental designs or using other types of CNTs will give new insights into the molecular mechanism of CNT-induced lung carcinogenesis. Promising protocols as alternatives to 2-year inhalation tests (such as TIPS) may render omics applications to carcinogenic endpoints relatively easy. 

Regarding the relevance of biomarkers for exposure to CNTs in workplaces, the results of Year 0.5 seem similar to those of microarray analysis of mRNA and miRNA in the blood of workers in the CNT factory, in which many inflammatory genes were altered and a network with a hub gene, Cyclin D1, suggestive of the perturbation of the cell cycle, was predicted by IPA [21]. Thus, damage by CNT and regenerative change might occur in the respiratory system of the human lungs. Although there are some difficulties in extrapolating the results of rat lung carcinogenicity tests to humans in risk assessment [100,101,102,103,104], from a no-observed-adverse-effect level (NOAEL) of rat lung carcinogenicity of MWNT-7 (0.02 mg/m^3^ [14]), an occupational exposure limit (OEL) was calculated as 0.15 μg/m^3^ [105,106]. This OEL value is lower than the recommended exposure limit (REL; 1 μg/m^3^) by the National Institute of Occupational Safety and Health (NIOSH) or other proposed OELs [107], and notably, occupational exposure research showed that measured values sometimes exceeded the NIOSH REL [21,108,109]. These facts highlight the need for comprehensive analyses for biomarker candidates using liquid biopsy (such as [21,110]). In this regard, we have started a new comprehensive analysis of rat sera obtained from the same 2-year experiment as this study. The results of such an analysis will be more comparable to those of occupational exposure surveys using liquid biopsy, and integration of the readouts of the transcriptome from serum and lungs will give promising candidates for mechanistic biomarkers.

## 5. Conclusions

Our time-course transcriptomic profiling of rat lungs exposed to MWNT-7 for 2 years highlighted persistent inflammation and ROS generation associated with macrophage activities. These responses to MWNT-7 exposure were evident from the earliest time point examined, 0.5 years, to the 2-year time point, and pathways associated with inflammation, ROS generation, and tissue damage demonstrated a high level of concordance with perturbed pathways identified in other omics studies with relatively short-term exposure to CNTs. Continued exposure to MWNT-7 led to alterations in pathways associated with metabolic and biogenesis around 1 year after the beginning of the experiment and caused perturbation of several cancer-related signaling and guidance molecule signaling pathways at experimental termination, suggesting the emerging of neoplastic changes in the pulmonary epithelium. Our findings will increase our understanding of the molecular mechanism of CNT-induced lung carcinogenicity and can serve as a benchmark for comparing the molecular signatures of chronic toxicity of other CNTs.

## Figures and Tables

**Figure 1:**
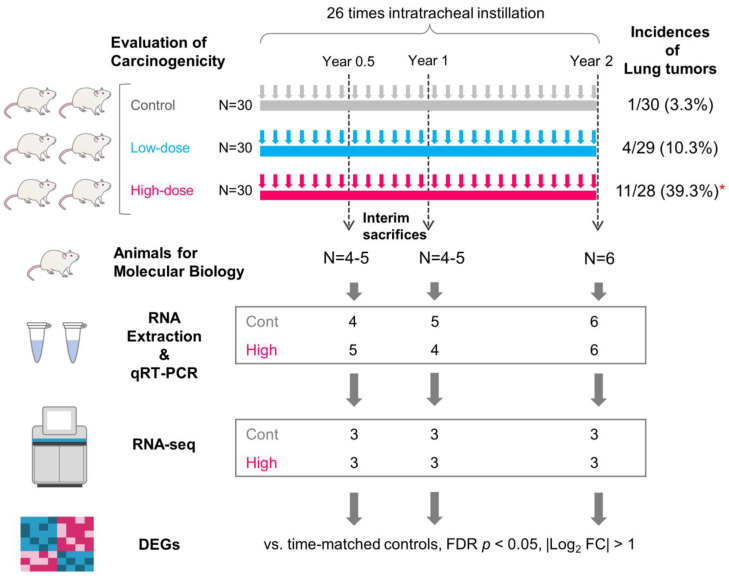
Experimental design. Schematic overview of MWCNT exposure, lung harvest, and gene expression analysis. The main 2-year experiment was previously performed for the evaluation of carcinogenicity of MWNT-7 (Hojo et al., 2022) [29]. Tumor incidences are shown on the upper right side. Asterisk: significant difference from the control group (by Fisher’s exact test). RNA was extracted from 4–5 animals at interim sacrifices (Year 0.5 and Year 1). In Year 2, RNA samples were obtained from six animals. Among these samples, 3 samples per time point per group were used for RNA-seq. All samples were used for qRT-PCR.

**Figure 2:**
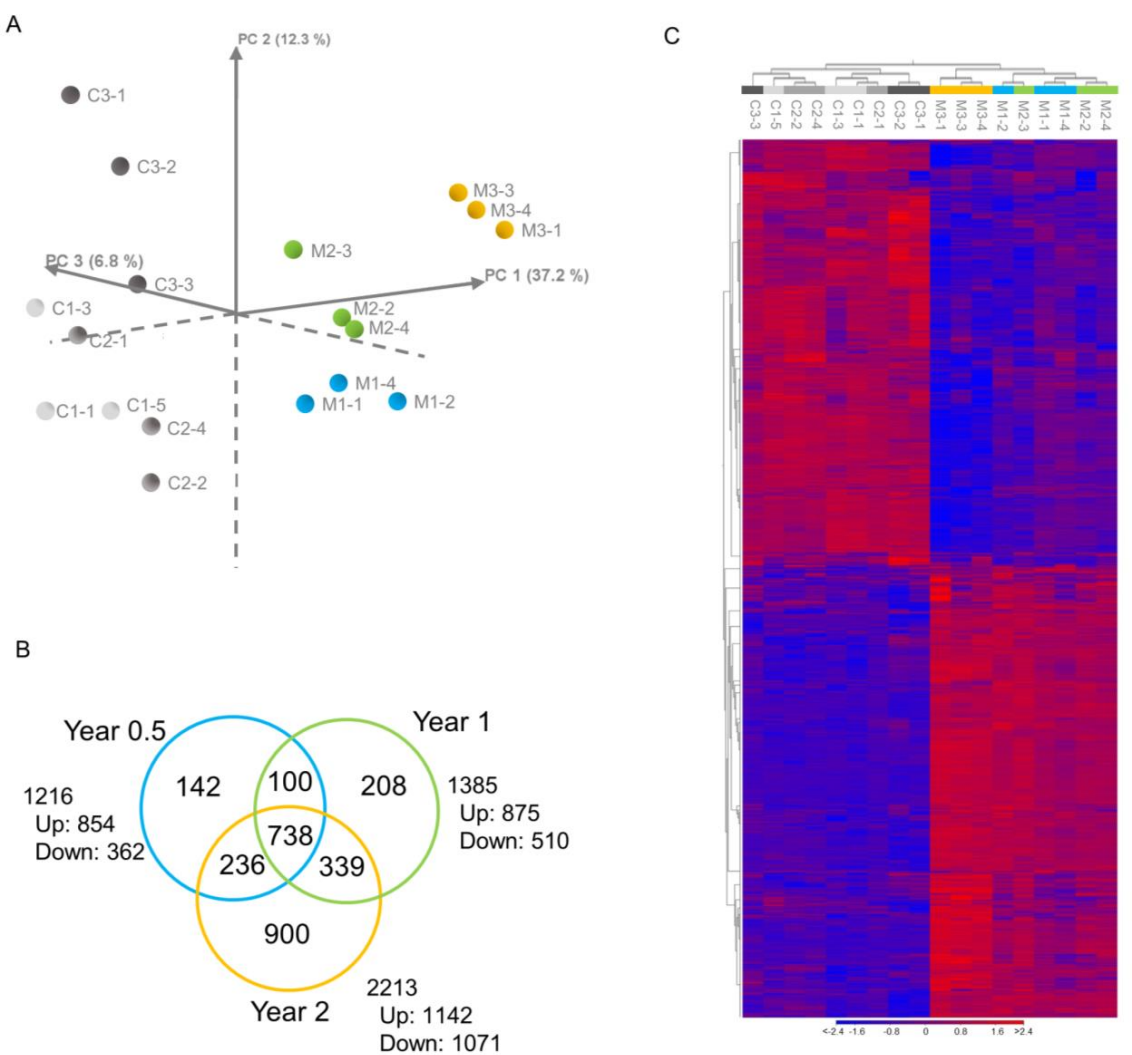
Overview of the gene expression analysis. (**A**) Principal component analysis (PCA) illustrating a marked difference in gene expression between the control and MWCNT-treated groups and similarities within Year 0.5, Year 1, and Year 2 of MWCNT-treated groups. (**B**) Venn diagram showing the distribution of DEGs between MWCNT-exposed lungs and control lungs at Year 0.5, Year 1, and Year 2. Both upregulated and downregulated genes were included. (**C**) Hierarchical clustering analysis of all DEGs. Color bar indicates high-expressed (red) and low-expressed (blue) genes. N = 3 per time point. Animal numbers of the control group are as follows. C1-1, C1-3, C1-5: Year 0.5; C2-1, C2-2, C2-4: Year 1; and C3-1, C3-2, C3-3: Year 2. Animal numbers of the MWCNT-treated group are as follows: M1-1, M1-2, M1-4: Year 0.5; M2-2, M2-3, M2-4: Year 1; M3-1, M3-3, M3-4: Year 2.

**Figure 3:**
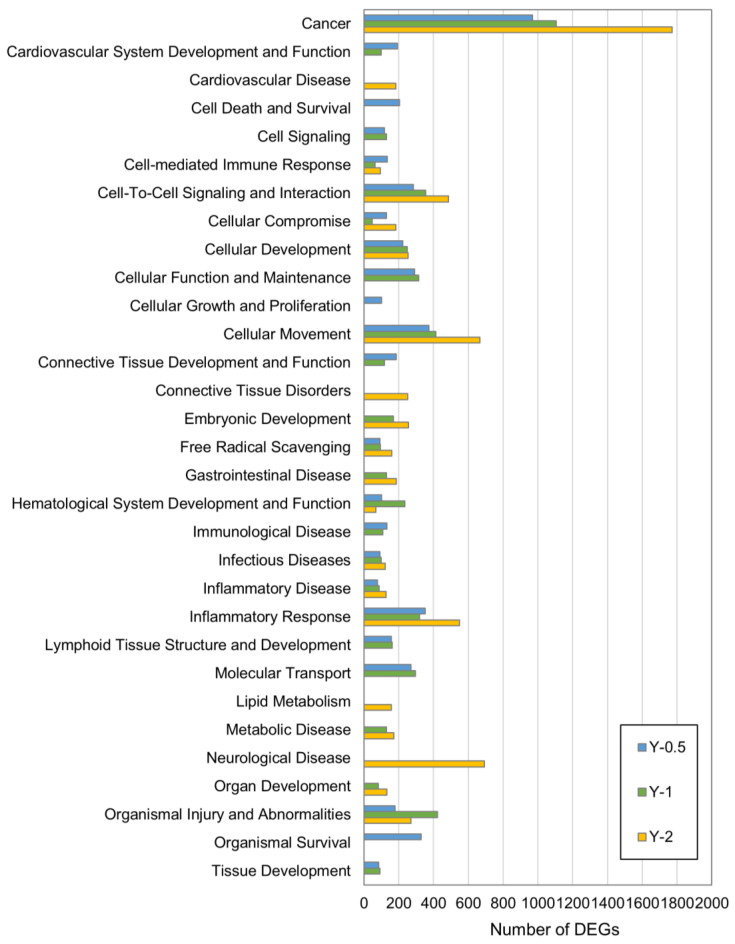
Disease and Biofunctions perturbed in the lungs of MWCNT-treated rats. The number of DEGs belonging to a set of IPA Disease and Biofunctions categories at each time point.

**Figure 4:**
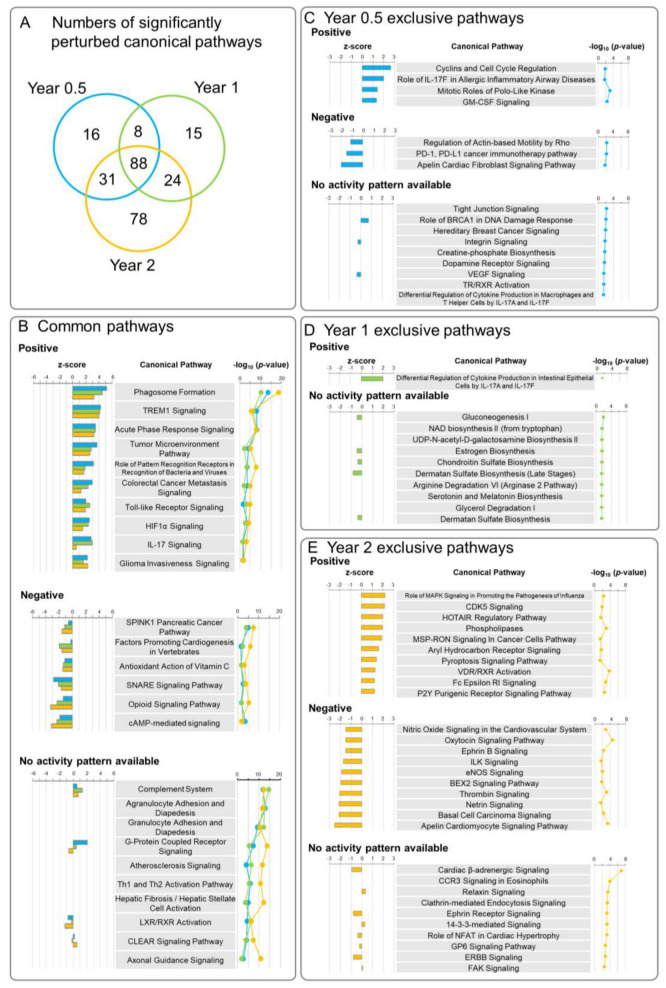
Canonical pathways perturbed in the lungs of MWCNT-treated rats. (**A**) Venn diagram showing the number of significantly perturbed canonical pathways in the MWCNT-treated group compared to time-matched controls at each time point. (**B**) Canonical pathways perturbed at all three time points. Among the 88 pathways, the top 10 (if applicable) pathways are arranged according to the mean −log_10_ (*p*-value) of the three time points with respect to positively regulated pathways, negatively regulated pathways, and pathways with no activity pattern available. (**C**) Canonical pathways exclusively perturbed at Year 0.5. All 16 pathways are listed. Positively and negatively regulated pathways are arranged according to the z-score. Pathways with no activity pattern available are arranged according to the −log_10_ (*p*-value). (**D**) Canonical pathways exclusively perturbed at Year 1. Among the 15 pathways, the top 10 (if applicable) pathways are listed as positively regulated pathways and pathways with no activity pattern available. No negatively regulated pathways were predicted. (**E**) Canonical pathways exclusively perturbed at Year 2. Among the 78 pathways, the top 10 pathways are listed for positively regulated pathways, negatively regulated pathways, and pathways with no activity pattern available. Positively and negatively regulated pathways are arranged according to the z-score. Pathways with no activity pattern available are arranged according to the −log_10_ (*p*-value). All perturbed canonical pathways are listed in Table S4a (Year 0.5), Table S4b (Year 1), and Table S4c (Year 2).

**Figure 5:**
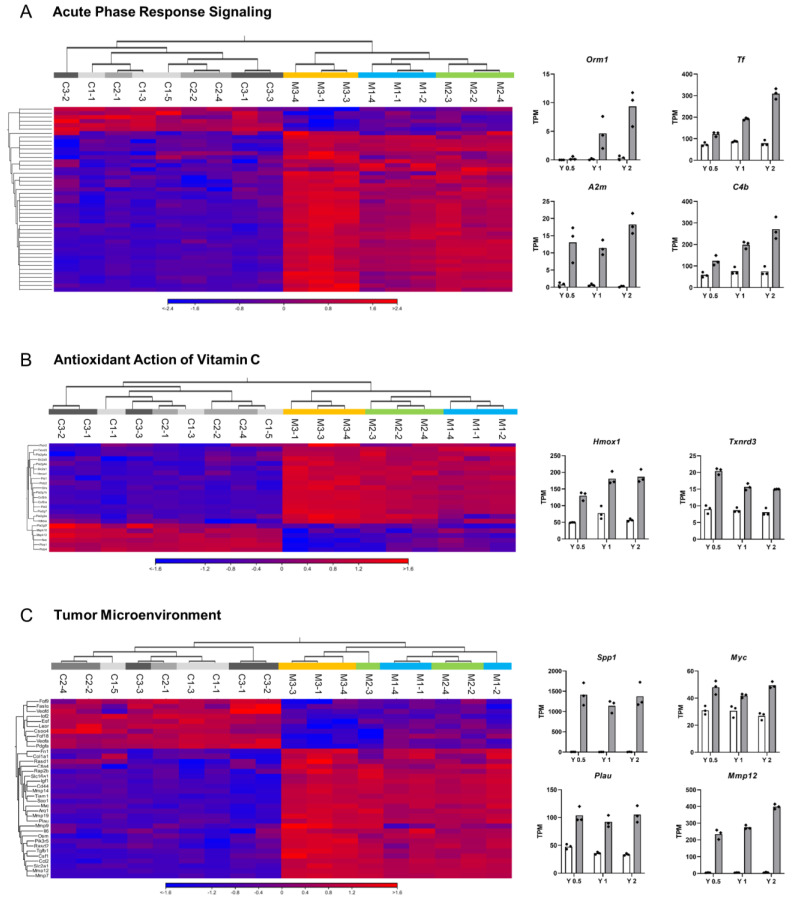
Gene expression changes in commonly perturbed pathways. Heatmaps resulting from hierarchical clustering of DEGs belonging to the pathway and bar graphs showing each RNA-seq data of key DEGs involved in the selected pathway. (**A**) Acute Phase Response Signaling. (**B**) Antioxidant Action of Vitamin C. (**C**) Tumor Microenvironment. Color bar indicates high-expressed (red) and low-expressed (blue) genes. N = 3 per time point. Bar graph shows the mean value of Transcripts per million (TPM) with individual data (dot). White bar graph: Control group. Gray bar graph: MWCNT-treated group. Animal numbers of the control group are as follows. C1-1, C1-3, C1-5: Year 0.5; C2-1, C2-2, C2-4: Year 1; and C3-1, C3-2, C3-3: Year 2. Animal numbers of the MWCNT-treated group are as follows: M1-1, M1-2, M1-4: Year 0.5; M2-2, M2-3, M2-4: Year 1; M3-1, M3-3, M3-4: Year 2.

**Figure 6:**
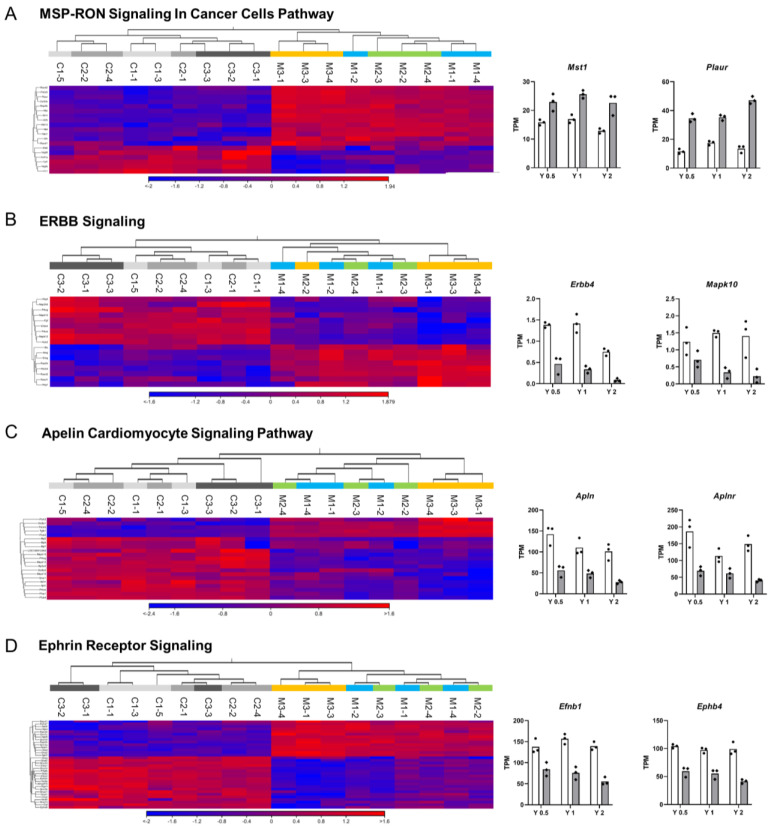
Gene expression changes in pathways perturbed at Year 2. Heatmaps resulting from hierarchical clustering of DEGs belonging to the pathway and bar graphs showing each RNA-seq data of key DEGs involved in the selected pathway. (**A**) MSP-RON Signaling In Cancer Cells Pathway. (**B**) ERBB Signaling. (**C**) Apelin Cardiomyocyte Signaling Pathway. (**D**) Ephrin Receptor Signaling. Color bar indicates high-expressed (red) and low-expressed (blue) genes. N = 3 per time point. Bar graph shows the mean value of Transcripts per million (TPM) with individual data (dot). White bar graph: Control group. Gray bar graph: MWCNT-treated group. Animal numbers of the control group are as follows. C1-1, C1-3, C1-5: Year 0.5; C2-1, C2-2, C2-4: Year 1; and C3-1, C3-2, C3-3: Year 2. Animal numbers of the MWCNT-treated group are as follows: M1-1, M1-2, M1-4: Year 0.5; M2-2, M2-3, M2-4: Year 1; M3-1, M3-3, M3-4: Year 2.

**Figure 7:**
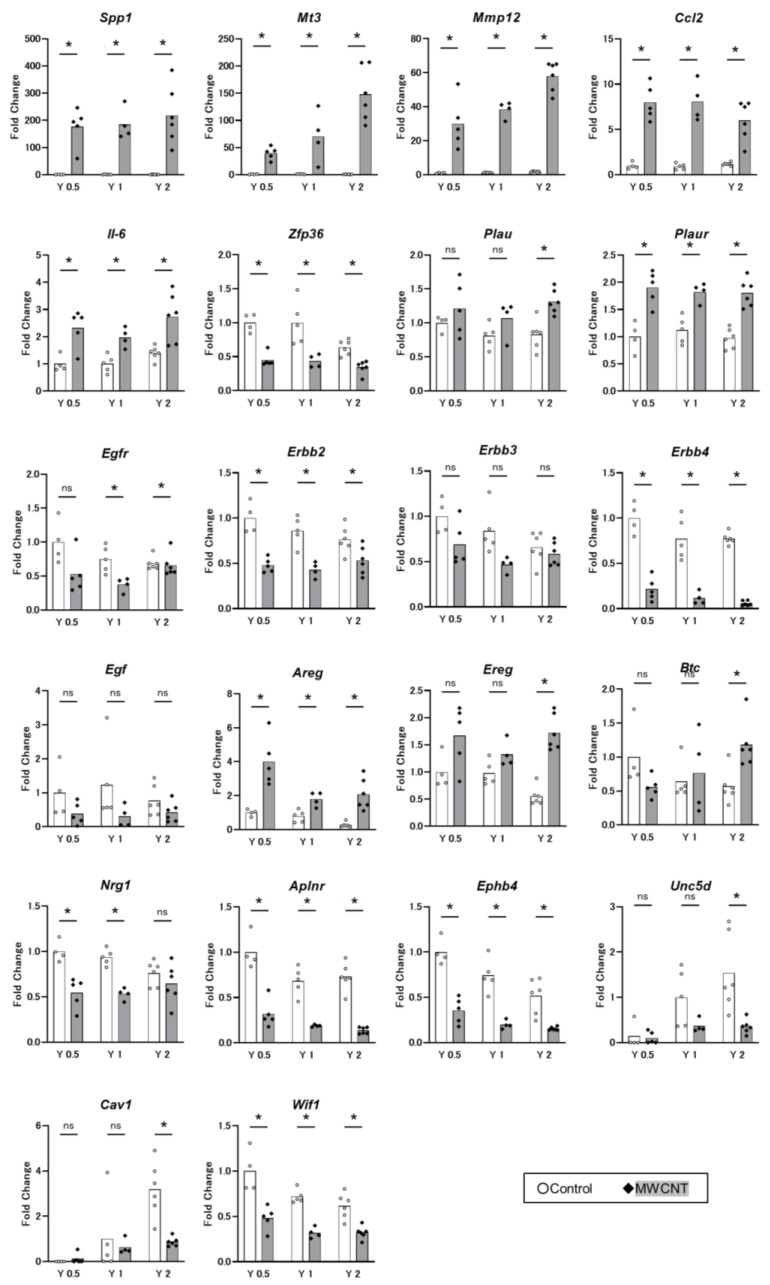
Gene expression levels of selected 22 genes measured by qRT-PCR. Gene symbols are shown at the top of the graph. Bars show mean and dots show individual data. White bar and white circle: Control group. Gray bar and black diamond: MWCNT-treated group. N = 4–6. Asterisk: differentially expressed compared with time-matched controls. *p* < 0.05. Each result is shown as a fold change relative to the control group at Year 0.5. For two genes, *Unc5d* and *Cav1*, data are shown as relatives to the control group at Year 1.

**Figure 8:**
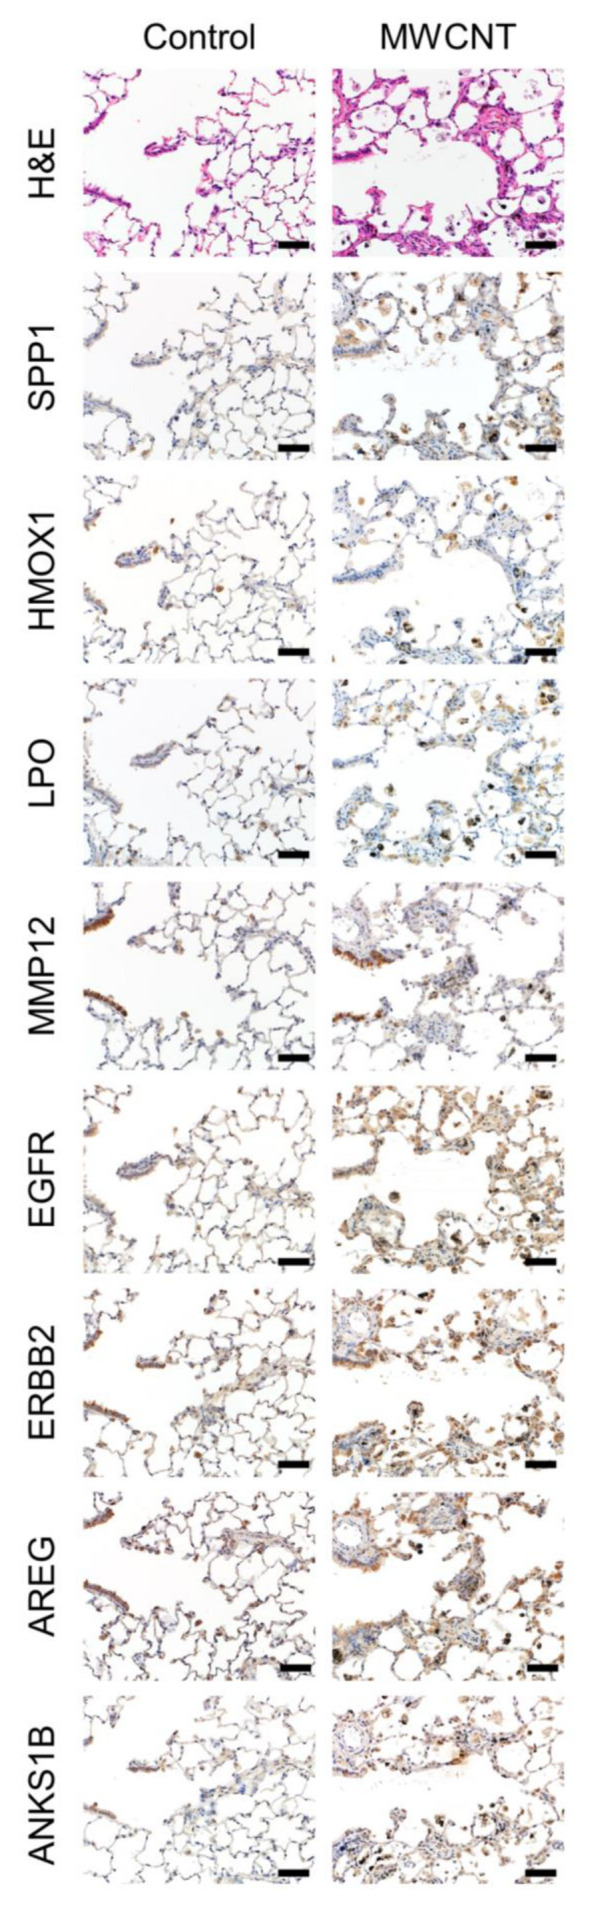
Immunohistochemistry for the selected eight proteins at Year 0.5. H&E (**top**) and immunohistochemical staining for the selected protein in serial sections of rat lungs of control (**left**) and MWCNT-treated (**right**) groups. Protein names are shown on the left side of the photograph. Scale bar: 50 µm.

**Figure 9:**
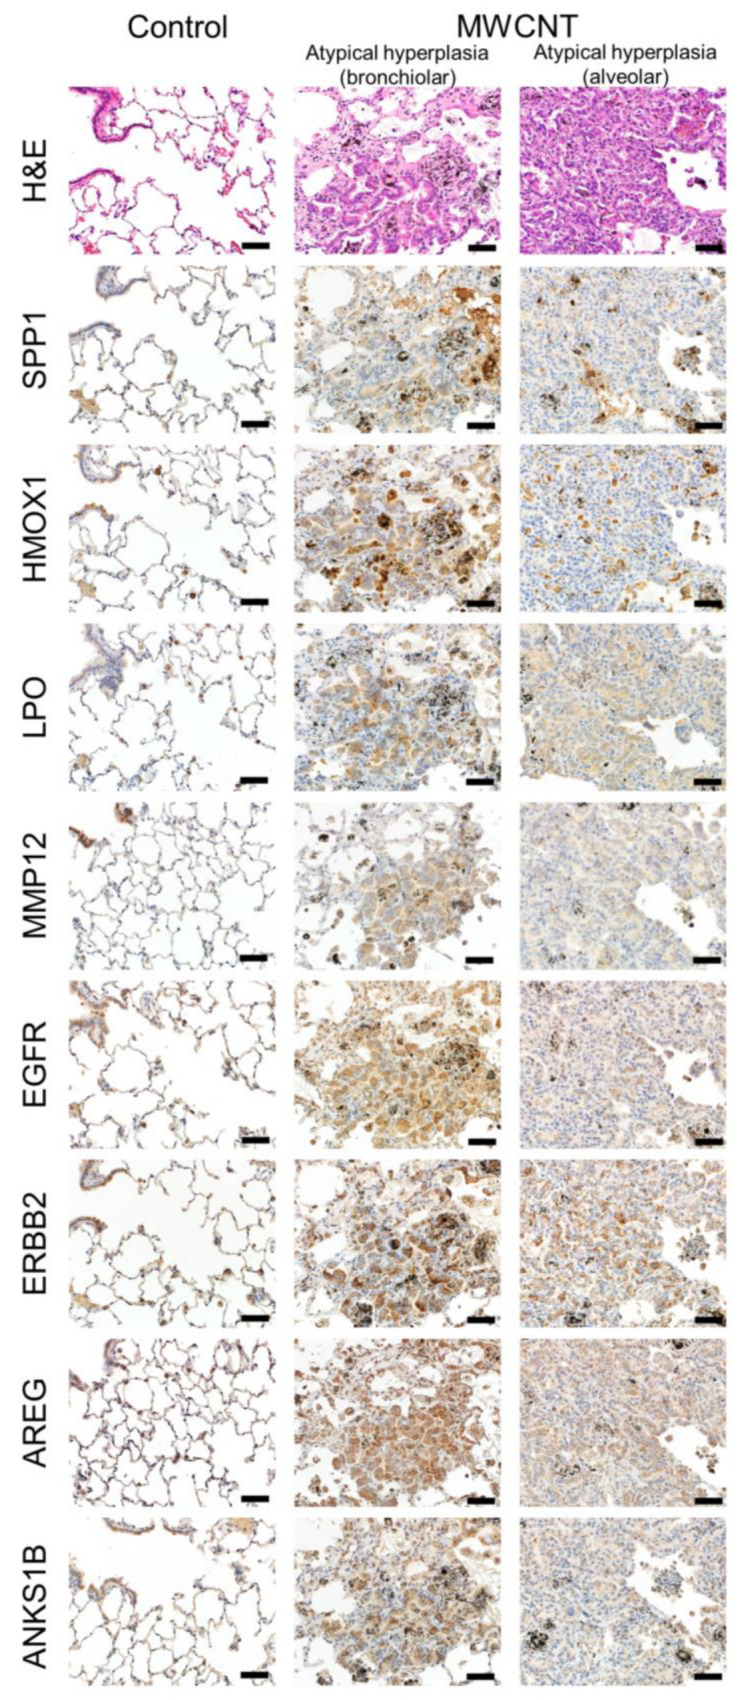
Immunohistochemistry for the selected eight proteins at Year 2. H&E (**top**) and immunohistochemical staining for the selected protein in serial sections of rat lungs of control (**left**) and MWCNT-treated groups (**center** and **right**). Protein names are shown on the left side of the photograph. The images in the center column show preneoplastic lesions consisting mainly of proliferative cells that were possibly derived from bronchiolar cells. The images in the right column show preneoplastic lesions consisting mainly of proliferative cells that were possibly derived from alveolar cells.

**Figure 10:**
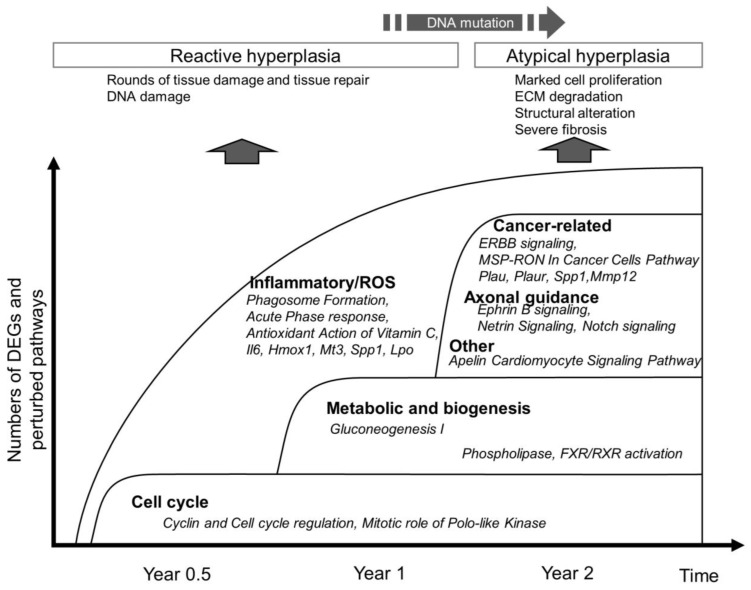
Time-course of the global gene expression pattern in lungs of rats repeatedly exposed to MWNT-7 for 2 years. A time course of the abundance of DEGs and perturbed pathways in the lungs during chronic exposure to MWNT-7 is schematically depicted, with examples of genes and pathways. Histological changes in the pulmonary epithelium and speculative biological events are also shown at the top.

**Table 1:** Expression levels of the top 20 DEGs in the lung tissues of MWCNT-treated rats.

Year 0.5				Year 1				Year 2			
Upregulated		Downregulated		Upregulated		Downregulated		Upregulated		Downregulated	
Gene Symbol	Log_2_FC	Gene Symbol	Log_2_FC	Gene Symbol	Log_2_FC	Gene Symbol	Log_2_FC	Gene Symbol	Log_2_FC	Gene Symbol	Log_2_FC
*RragB*	9.32	*Faahl*	−8.32	*Mmp7*	9.57	*Rps27a_2*	−12.12	*Nlrp6_1*	9.39	*Rps27a_2*	−12.18
*Spp1*	8.98	*RT1-DMa*	−8.13	*Spp1*	9.40	*Snip1*	−8.22	*Spp1*	9.20	*Rpl39*	−11.37
*Zfp84_2*	8.65	*Snip1*	−7.69	*Mt3*	8.90	*Ndst2*	−6.19	*Ankrd34c*	8.80	*Tsen34*	−8.39
*Pla2g4e*	8.36	*Ccdc89*	−5.95	*Lpo*	7.90	*Yme1l1*	−6.18	*Mt3*	8.72	*Omd*	−7.73
*Ankrd34c*	8.06	*Sbk1*	−5.28	*Adamts18*	7.80	*Rin1*	−4.99	*Anks1b*	8.57	*Myh9*	−7.68
*Adamts18*	7.92	*Dlk1*	−5.14	*Nlrp6_1*	7.78	*Myl2*	−3.95	*Mc5r*	8.51	*Ceacam4*	−7.44
*Impad1_1*	7.79	*Myl2*	−3.98	*Defb3*	6.49	*Pnpla2*	−3.94	*Mmp7*	8.26	*Dusp11*	−7.35
*Tnf*	7.08	*Dhrs7c*	−3.08	*Retnla*	6.46	*Dlk1*	−3.69	*Lpo*	8.22	*Chid1*	−5.53
*Mmp7*	6.95	*Alpg*	−2.86	*AABR07035791.1*	6.18	*Cdh19*	−3.41	*Faim_1*	8.07	*Slc6a21*	−4.70
*Aldh18a1*	6.91	*Rbm12_1*	−2.78	*Mmp12*	5.99	*Upk1a*	−3.25	*Csap1*	8.06	*Cfc1*	−4.49
*Retnla*	6.44	*Kcna6*	−2.72	*Psca*	5.62	*Slc6a15*	−2.98	*Tpsab1*	7.86	*Acoxl*	−4.48
*Srd5a2*	6.34	*Serpinb10*	−2.66	*Sctr*	5.61	*Cct8l1_2*	−2.96	*RGD1564571*	7.47	*Dlk1*	−4.35
*Marco*	6.24	*Galnt14*	−2.62	*Slc26a4*	5.57	*Hif3a*	−2.93	*Ccl1*	7.26	*Prrt4*	−4.24
*Mt3*	6.05	*Slc6a15*	−2.55	*Reg3b*	5.51	*LOC685767*	−2.90	*Srd5a2*	7.16	*Myl2*	−4.09
*Yme1l1*	5.84	*Nhlrc4*	−2.49	*Srd5a2*	5.45	*Kcne5*	−2.89	*Mrgprx2*	6.74	*Krtap17-1*	−3.96
*Mmp12*	5.71	*Gp1bb*	−2.37	*Ocm2*	5.44	*Gpr50*	−2.88	*Sctr*	6.74	*Serpinb10*	−3.90
*Slc26a4*	5.62	*Lmod2*	−2.30	*Smtnl1*	5.44	*Clcn2*	−2.88	*Sult1c2*	6.67	*Aldh18a1*	−3.87
*Lpo*	5.47	*Sh2d6*	−2.29	*Tmem72*	5.37	*Tenm2*	−2.77	*A2m*	6.54	*Unc5d*	−3.83
*AABR07035791.1*	5.41	*Vit*	−2.23	*Ankrd34c*	5.31	*Rorb*	−2.77	*Aox4*	6.29	*Clcn2*	−3.60
*Prlhr*	5.40	*Slc6a21*	−2.22	*Orm1*	5.26	*Fbxo40*	−2.73	*Mmp12*	6.22	*Slc7a10*	−3.52

Relative expression level (Log_2_Fold Change) compared to time-matched controls.

## Data Availability

The data presented in this study are available on request from the corresponding authors.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nano13142105/s1. Figure S1. Characterization of the test material using a scanning electron microscope. Figure S2. Representative histological images of proliferative lesions in the lung of MWNT-7-treated rats in the main 2-year study. Figure S3. Gene expression changes in pathways perturbed at Year 0.5 or Year 1. Figure S4. Examples of Upstream Regulators and Mechanistic Networks. Figure S5. Examples of Regulator Effects. Figure S6. Graphical Summary of the Core Analysis of each time point. Figure S7. Comparison of canonical pathways between the present study and the previous five studies. Table S1. DNA sequences of qRT-PCR primers used in this study. Table S2. Primary antibodies used in this study. Table S3. All significantly differentially expressed genes (DEGs) in MWCNT-treated rat lungs at each time point. Table S4. All significantly perturbed canonical pathways at each time point. Table S5. Top 20 upstream regulators at each time point. Table S6. All significant regulator effects at each time point. Table S7. Validation of RNA-seq data by qRT-PCR. Table S8. Overview of previous transcriptomic analyses for rodent lungs exposed to CNTs. Table S9. Pathways and Gene Ontology terms found in previous in vivo studies. Table S10. Lung cancer-related genes found in this study.

How the deposited data were processed for this re-analysis (not part of the article)

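RNA-seq data of rat lungs were analysed. The samples were 18 rats, 3 control rats and 3 MWCNT-treated rats at each of 3 time points, at weeks 26, 52, and 104 of the experiment, and the treated rats received 0.5 mg/kg of MWNT-7 every 4 weeks. Groups were taken from the sample labels of the deposited files and the description in the paper. The qRT-PCR, immunohistochemistry, and Ingenuity Pathway Analysis (IPA) results of the paper were not analysed here.

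The authors sequenced the RNA, mapped the reads to the rat genome with CLC Genomics Workbench 22.0.2, and deposited the resulting count of reads per gene, as whole numbers without normalization. The deposited TPM values were made by the authors' software from these reads and sum to 1e+06 in each rat. The deposited CPM values were made by the authors with TMM adjustment, so that they are a normalized signal whose sum per rat ranged from 935172 to 966829 in the control rats and from 1028121 to 1084738 in the MWCNT-treated rats. The paper's text names neither the genome build nor the handling of reads that map to several places, and these steps are fixed in the deposited counts. Total counts per rat ranged from 13297643 to 21130757. The precision of each value is given by the 3 rats of a group, and a fold against a group in which no rat had more than 3 counts is given as a lower bound computed against 3 counts. The deposited RPKM values, 1 column per rat, and the authors' own comparison columns were left out, because the counts and TPM cover the same reads and because the comparisons were made again from the counts.

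The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr at its default settings, with a minimum count of 10 and a minimum total count of 15, library sizes were adjusted with TMM factors, and the quasi-likelihood test was applied to the 6 rats of each time point. DEGs were genes with a Benjamini-Hochberg FDR below 0.05 and an absolute log2 fold change above 1, as in the paper. Standard errors were derived from the log2 fold change and the F statistic. The interaction of treatment and time and the effects of time within each treatment were tested by the same method in one model of all 18 rats with a mean for each treatment and time point. Interactions were counted at an FDR below 0.05 without a limit on the fold change, and effects of time with the DEG criterion. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 4 tests of pathway lists and over the 3 tests of heart muscle markers. The PCA used log2 CPM values with a prior count of 2, scaled to unit variance per gene. Component scores were compared by exact permutation tests, and correlations across rats were tested with Pearson's r and Spearman's rho and exact permutation p, in Python 3.11.15.

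The genes named in the text follow a rule. They are the genes of Table 1 that the results text names or that Table 1 lists with opposite directions, the genes in the bar graphs of Figures 5 and 6, the genes of Table S7 with their reference gene *Gapdh*, and the genes whose RNA-seq change the discussion states. They also include, at each time point, the 5 DEGs with the largest rise and the 5 with the largest fall among those in which the 3 MWCNT-treated rats lay on the same side of all 3 control rats. The entries of Table 1 and Table S10 that were not called, the Table 1 entries with counts in single rats, and LOC103690006 are named in addition, and these were chosen after their values were seen. The gene lists of pathways were copied from the paper's supplementary tables. The part of Table S3 for Year 2 could be read only in part, and overlaps with it cover the readable entries.

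The alternatives were no filter on low counts, at least 10 counts in every rat, scaling by library size only, upper quartile normalization, DESeq2 1.42.0, the likelihood ratio test of edgeR, limma on log2(TPM + 1) and on log2(TPM + 0.1), one model of all 18 rats, the replicate number as a block, the FDR alone, an FDR below 0.01, and each rat left out in turn. For the PCA they were centred values, the genes passing filterByExpr, the 500 genes with the largest variance, library size only, and a prior count of 0.25. The time comparisons were also made with only the rats compared, the sizes of common DEGs with a CPM of at least 5, and the gene sets with the inter-gene correlation estimated from the data. These rules, comparisons, and alternatives were set before the data were examined, except for the clustering on centred values and the tests named as chosen afterwards, which were added after the data were seen. The same replicate numbers recur in the labels of control and MWCNT-treated rats of a time point. Deviations from the group mean correlated at 0.007 on average over the 9 pairs of rats with the same number, and at -0.003 between rats with different numbers, across genes, which are not independent replicates. The rats are separate animals, so the tests were made without a block.

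The steps were tested on simulated data with known changes. Of 200 changed genes, the quasi-likelihood test called 182, and it called 10 of the unchanged genes among 14271 genes. For the permuted residuals, 191 genes were called with 200 simulated interactions, and as many were found in 1 of 100 draws. Without a simulated interaction 0 genes were called, which every draw reaches, so that the rate of false results of this test was not examined. The interaction test called 187 of 200 genes whose effect changed and 12 others. All simulated interactions were larger than the fold limit for a DEG and lay in genes above a minimum expression. The share called therefore does not hold for smaller interactions. Of the 194 interactions found in the real data for Year 2 against Year 0.5, 53 exceeded this fold limit.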

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

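The test that permutes residuals was chosen only after the result was seen, and the other tests in this part were chosen before.

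The effect of MWCNT differed between Year 2 and Year 0.5 in 194 of 14843 tested genes, and between Year 2 and Year 1 in 71, by the interaction of treatment and time. These genes stand out because their effects differed between groups of rats of different time points. In 174 of the 194 genes and in 67 of the 71 genes, the absolute change was larger at Year 2. A difference in depth between groups is a technical explanation. When the counts of every rat were thinned at random to the smallest total of 13297643, the interactions numbered 198, of which 176 were among the 194, and 64, of which 60 were among the 71, so that depth is not an explanation of these counts. Another explanation is the way the rats happened to be grouped. The years were assigned anew to the rats within each treatment and replicate number in 100 drawn splits, the real one included. As many interactions as in the real split were found in 5 of 100 splits for Year 2 against Year 0.5 and in 10 of 100 for Year 2 against Year 1. For Year 1 against Year 0.5 the real count was 0, which every split reaches, so that the splits test nothing there, and 1260 genes had an unadjusted p below 0.05. The median count over the other splits was 0, and the highest were 1208 and 1476 genes for the first and second comparison. By these splits, neither count of Year 2 can be told apart from a chance division of the rats. The years were assigned separately in each treatment, so that effects of time were not held. At an FDR below 0.05, 987 genes differed between Year 2 and Year 0.5 in control rats and 2006 in MWCNT-treated rats, of which 348 were the same genes, 330 of them in the same direction. Whether these effects gave the large counts in other splits was not tested. In a further test, the effects of treatment and of time were held, and the residuals of the log2 CPM values around them were permuted over the 18 rats in 100 draws, the real order included, with limma as the test. The real order gave 224 interactions for Year 2 against Year 0.5 and 81 for Year 2 against Year 1. As many were found in 1 of 100 draws each, the real order itself, and the highest counts in the other draws were 44 and 1. These draws assume an equal spread in all groups, and their rate of false results was not examined. The tests thus gave different answers, and an effect of time on the response remains a hypothesis, found and tested on the same rats. When DESeq2 was used, the counts were 480 and 512, and over the fits that each left out 1 rat they ranged from 52 to 348 and from 1 to 416. With library size only in place of the TMM factors, the interactions for Year 2 against Year 1 numbered 46. The library numbers in the column labels of the deposited tables run by time point, with both treatments of a time point next to each other. A batch effect that follows these numbers was not tested. The label of control replicate 1 of Year 2 alone carries a different suffix, and whether this library was made differently is not known.

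*Tf* stood out with an interaction of 1.32 (standard error 0.15, FDR 0.000322) for Year 2 against Year 0.5 and of 0.82 (standard error 0.14, FDR 0.0277) for Year 2 against Year 1. *Unc5d* had an interaction of -3.02 (standard error 0.63, FDR 0.027), and *Acoxl* of -2.31 (standard error 0.51, FDR 0.0341), both for Year 2 against Year 0.5. In *Tf* all 3 MWCNT-treated rats were above all 3 control rats at each time point. In *Unc5d* and *Acoxl* all 3 were below at each time point. The MWCNT-treated rats of Year 2 had no more than 3 counts of *Unc5d*. For its fall at Year 2 only a lower bound can be given, at least 8.36-fold, and its fitted interaction rests on counts at the floor. No entry of the files overlaps the positions of these 3 genes. The drawn splits, the permuted residuals, and the thinning were counted over all genes, and no explanation was tested for these 3 genes alone.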

How the results depend on the processing

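Among the counts of genes, shares, and gene sets, 191 of the values under the alternatives other than leaving out a rat kept their direction, their side of the threshold, or their size, 40 moved beyond the limits used, and 7 weakened. Of the values for single genes, 1537 kept their direction and their side of the threshold, 31 became stronger, 36 became weaker, and 10 reversed. With library size only, the median log2 fold change of all tested genes shifted by -0.10, -0.13, and -0.17 at Years 0.5, 1, and 2. The small values of *Erbb2* and *Wif1* that reversed under this scaling moved by about as much. The cause was not tested for the other changes given here.

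With the FDR alone as the criterion, the DEGs numbered 5549 at Year 0.5 (2890 up, 2659 down), 5913 at Year 1 (3095 up, 2818 down), and 7067 at Year 2 (3616 up, 3451 down), with 3814 common to all time points and 552, 836, and 1451 found at only 1 time point. With limma on log2(TPM + 1), the upregulated DEGs numbered 516, 472, and 703. With limma on log2(TPM + 0.1), the downregulated DEGs numbered 683 at Year 0.5 and 1173 at Year 1. With library size only, the downregulated DEGs at Year 1 numbered 895, and with an FDR below 0.01 those at Year 0.5 numbered 271.

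With DESeq2, the interactions numbered 480 for Year 2 against Year 0.5, 512 for Year 2 against Year 1, and 6 for Year 1 against Year 0.5. The interactions for Year 2 against Year 1 numbered 44 with no filter, 166 with at least 10 counts in every rat, 46 with library size only, and 38 with only the rats compared. The time effect in control rats had 61 genes with at least 10 counts in every rat and 41 with only the rats compared, and that in MWCNT-treated rats had 204 with at least 10 counts in every rat. With the replicate number as a block (replicate block), the DEGs numbered 1279, 1493, and 2291 at Years 0.5, 1, and 2, beside 1303, 1467, and 2355 without it, the common DEGs 767 beside 762, the interactions 183, 67, and 0 beside 194, 71, and 0, and the time effects 81 and 340 beside 94 and 348.

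The share of PC 1 was 46.5% with centred values, 43.3% with the genes passing filterByExpr, 50.8% with 500 genes, and 39.5% with library size only, that of PC 2 was 8.30% with centred values and 7.88% with 500 genes, and that of PC 3 was 5.57% with centred values. On centred values, a setting chosen after the data were seen, the mean distances between rats were 31.9 in the control rats of Year 0.5 and 32.4 and 34.7 in the MWCNT-treated rats of Year 0.5 and Year 2.

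With the inter-gene correlation estimated from the data, the adjusted p of camera in limma was 0.191 for Cyclins and Cell Cycle Regulation at Year 1 and at Year 2, 0.191 and 0.29 for Mitotic Roles of Polo-Like Kinase at Year 1 and Year 2, and 0.727 for the heart muscle markers at Year 0.5 and at Year 1. With library size only it was 0.0706 for the heart muscle markers at Year 1.

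The log2 fold change of *Erbb2* reversed at Year 0.5 to -0.0469, -0.0816, and -0.0852, and at Year 2 to -0.0240, -0.0675, and -0.0705, with library size only, limma on log2(TPM + 1), and limma on log2(TPM + 0.1). That of *Wif1* at Year 1 reversed to -0.12, -0.0246, -0.22, and -0.22 with library size only, upper quartile normalization, and the same limma settings.

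With each rat left out in turn, the DEGs ranged from 960 to 1443, from 1291 to 1572, and from 2121 to 2465 at Years 0.5, 1, and 2, and the downregulated DEGs at Year 0.5 from 225 to 503. The common DEGs ranged from 643 to 813, and those of Year 0.5 or Year 1 only from 100 to 220 and from 147 to 298. The interactions ranged from 52 to 348 for Year 2 against Year 0.5, from 1 to 416 for Year 2 against Year 1, and from 0 to 1 for Year 1 against Year 0.5. The time effects ranged from 31 to 154 genes in control rats and from 223 to 391 in MWCNT-treated rats. The adjusted p of limma's camera for the heart muscle markers at Year 2 ranged from 6.09e-05 to 0.699. Directions reversed for *Egfr* at Year 1 (from -0.35 to 0.16), *Erbb2* at Year 0.5 (from -0.00159 to 0.11), *Wif1* at Year 1 (from -0.0383 to 0.0694), *Nrg4* at Year 1 (from -0.53 to 0.0918), *Hbegf* at Year 1 (from -0.235 to 0.175), *Faahl* at Year 1 (from -0.92 to 1.06), LOC100911776 at Year 2 (from -0.0211 to 1.56), LOC100911615 at Year 2 (from -3.14 to 0.53), and *Chid1* at Year 0.5 (from -0.83 to 2.76). Of the other values for single genes with a rat left out, 945 kept their direction and side of the threshold, 11 became stronger, and 33 became weaker. Of the counts, shares, and gene sets, 294 stayed the same, 35 moved, and 1 became stronger. A setting whose filter removed a gene gave no value for that gene.

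Of the entries of Table 1, 35 could not be tested after the filter on low counts, and 33 of these were called when no filter was used. In 19 of the 35, a rat with 0 counts and a rat with at least 50 counts belonged to the same group. The part of depth in this was not tested.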

Differences from the paper's values

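The paper's log2 fold change of *Dusp11* at Year 2 in Table 1 is -7.35, and the value from the deposited counts was 0.28. Under the 16 alternatives set before the data were examined, including each rat left out in turn, it ranged from 0.07 to 0.32, and none of them closed the gap. LOC103690006 (chromosome 4, 117800628 to 117814658), which was chosen after the values were seen, had counts of 0, 32, and 33 in the control rats and 0 in each MWCNT-treated rat at Year 2. Its log2 fold change with no filter on low counts was -7.44 (FDR 0.0146), and no link between this entry and the listed gene was established.

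The paper states that PC 2 parts the treated from the control animals. In the PCA made here the treatments were parted on PC 1, with an exact permutation p of 4.11e-05, and not on PC 2, with an exact p of 0.75. The paper saw no clear separation of the control animals by time point. Here the control rats of Year 2 lay apart on PC 2 (exact permutation p of 0.0119). Between the control rats of Year 2 and Year 0.5, 94 genes differed, and this number ranged from 31 to 154 with each rat left out in turn. The paper states that the treated animals of Year 2 clustered relatively tightly. The mean distance between these rats was 39.5, beside 36.7 and 38.8 in the treated rats of the earlier time points. On centred values, a setting chosen after the data were seen, it was 34.7 beside 32.4 and 36.2, so that it was below that of Year 1 but not below that of Year 0.5. In the direction of the paper, the treated rats of Year 2 formed a cluster of their own with 3 clusters. The SD of their 3 distances on scaled values, 0.927, was the smallest of all groups. It shows how alike the distances were and not how short they were. Their mean of 39.5 was the largest of all groups, beside 39.1 in the control rats of Year 2.

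The paper states that *Wif1* was downregulated at all time points by qRT-PCR, and its discussion names Year 2. By RNA-seq the log2 fold change was 0.01 (FDR 0.917) at Year 1, and the FDR was above 0.05 there under every alternative. At Year 2 it was -0.15 (FDR 0.135), and the FDR was below 0.05 with library size only (0.00947), limma on log2(TPM + 1) (0.00864), and limma on log2(TPM + 0.1) (0.00888), whereas over all alternatives apart from fits that left out 1 rat it ranged up to 0.212. In none of these was the fold above the limit for a DEG. The paper states that *Zfp36* was downregulated among the genes examined by qRT-PCR. In the counts it was not a DEG at any time point, and its FDR was below 0.05 at Year 0.5 with library size only (0.0251), upper quartile normalization (0.0497), and both limma settings (0.023 and 0.0231). At Year 1 this was so with library size only (0.0227), upper quartile normalization (0.0404), DESeq2 (0.0145), the likelihood ratio test (0.0321), both limma settings (0.0222 and 0.0231), the replicate block (0.0317), and one model of all 18 rats (0.0289). At Year 2 it was so with library size only (0.0374) and both limma settings (0.0183 and 0.0189).

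The paper states that *Btc* was upregulated in RNA-seq at Year 2. The log2 ratio of the mean TPM was 2.12, as in the paper, all 3 MWCNT-treated rats lay above all control rats, and the planned settings that tested the gene called it upregulated. Only the filter on low counts left it out of the DEGs here. The paper's discussion counts *Nrg1* among the ligands with minimal or no significant alterations in RNA-seq, and its Table S10 lists the gene at Year 2. Here *Nrg1* was a DEG at Year 2 with a log2 fold change of 1.14 (FDR 0.000886). With library size only (0.96) and with limma on log2(TPM + 1) (0.70) and on log2(TPM + 0.1) (0.89) the change was below the fold limit. The paper states that *Hmox1* rose from Year 1 to Year 2. The means of the MWCNT-treated rats were 181 ± 19.1 and 187 ± 19.5 TPM (SD, n = 3), a difference below the spread between the rats. The log2 fold change against the control rats went in the paper's direction, from 1.46 at Year 1 to 1.94 at Year 2. This difference had an FDR of 0.219 in the interaction test. *Myl2*, which the paper lists as lower at all time points, could not be tested at Year 2. It was called there with no filter on low counts and with one model of all 18 rats. It was also called without control replicate 1 (FDR 0.00161). It was not called in any of the fits that left out an MWCNT-treated rat (FDR 0.0704 to 0.0776).

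Table 1 lists *Aldh18a1* as rising at Year 0.5 and falling at Year 2, and *RT1-DMa* and *Sbk1* as falling at Year 0.5, from entries under other symbols. The entries under these symbols had a log2 ratio of mean counts of 0.28 for *Aldh18a1* at Year 0.5 and 1.63 at Year 2, 1.69 for *RT1-DMa*, and 1.13 for *Sbk1*.

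Of the Table 1 entries that were not tested here, 33 of 35 were called with no filter and 18 with one model of all 18 rats. *Zfp84_2* at Year 0.5 and *Faim_1* at Year 2 were called by none of the alternatives. Of the values in Table S10, 9 were not called. *Gjb6* at Year 0.5 and *Tenm2* at Year 1 were called with no filter and with one model of all 18 rats, and *Krt5* at Year 1 and Year 2 and *Rmi2* at Year 1 were called with no filter. *Cxcl13* at Year 1 was called with the likelihood ratio test and the replicate block, *Ntrk2* at Year 2 with these settings and one model of all 18 rats, and *Prc1* at Year 1, with a log2 fold change of 1.00, with the replicate block. *Tnnc1* at Year 0.5 was called with no filter, library size only, DESeq2, the likelihood ratio test, and the replicate block.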

Other observations

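The tests of second entries of genes, of genes with counts in single rats, of PC 2, of permuted residuals, and of *Myl2* at the same mean of the other markers were chosen only after the result was seen, as was the treatment of the DEGs found at 1 time point as undecided, and the other tests in this part were chosen before.

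The DEGs at each time point were compared with those of other splits of the same 6 rats into groups of 3. Among the 4 splits that part the rats with the same replicate number, 1 of 4 gave as many DEGs at Year 0.5, 1 of 4 at Year 1, and 1 of 4 at Year 2, which in each case was the real split. Of the 6 splits that keep some of these rats together, 0 gave as many. The other 9 splits gave between 0 and 2 DEGs over all time points. Among the 4 splits the share cannot fall below 1 of 4. The replicate numbers pair no rats, so that the 6 further splits can be counted as well. Over all of these splits, only the real split reached its count at each time point. That is the smallest share the 6 rats can give, so that these splits alone do not decide the matter. Over the 64 combinations of the splits of the 3 time points, 1 gave as many common DEGs. As many DEGs at Year 0.5 only were found in 16 of 64, at Year 1 only in 16 of 64, and at Year 2 only in 16 of 64, and all 16 keep the real split of that time point, which the design fixes in advance. The time effect in control rats and that in MWCNT-treated rats were each reached by 1 of 4 splits that part the same-numbered rats and by 0 of the other 6. For Cyclins and Cell Cycle Regulation, a gene set p as small was found in 2 of 4 splits at Year 1 and 2 of 4 at Year 2, and in 2 and 3 of the other 6. For Mitotic Roles of Polo-Like Kinase it was found in 2 of 4 and 2 of 4, and in 1 and 2 of the other 6. Every other split sets 2 rats of one treatment and 1 of the other against the rest. It thus keeps part of the treatment effect, and the share among the 4 splits cannot fall below 1 of 4. These counts therefore do not decide for or against the gene sets.

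The median absolute log2 fold change of the common DEGs exceeded that at Year 0.5 at Year 2 by 0.378 in the model of all 18 rats, and 8 of 100 drawn assignments of the years gave a difference as large, with a median of -0.027 and a highest value of 0.511 over the others. These assignments were made separately in each treatment and do not hold effects of time. When the residuals around the effects of treatment and time were permuted instead, the real difference was 0.384, 1 of 100 draws, the real order, gave a difference as large, and the highest of the others was 0.33. The tests thus gave different answers, and the common DEGs were chosen in the same data.

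In Table 1, 8 entries that are second entries of a gene could be compared with the first entry. When the counts of both entries were added, 7 of these 8 entries changed by less than 2-fold or in the opposite direction, and *Sult1c2* changed by 3.64 on the log2 scale. Reads shared between near-identical copies are a candidate explanation, because the authors' counting could assign the reads of a rat to either copy. The entries were noticed in these data, and the reads themselves were not analysed here, so that a real difference between the copies cannot be told apart from it. No biological explanation was tested.

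Over all genes, 74 had 0 counts in one rat and at least 50 in another of the same group, and 12.2% of these (9 genes) carry a copy number in their symbol. Among the 13373 other genes with at least 50 counts in a rat, 0.785% (105 genes) do, an odds ratio of 17.5 (two-sided Fisher's exact p = 1.15e-08). This is consistent with reads shared between near-identical copies as a source for some of these genes, but most of them carry no copy number, and differences between animals in the sequence of these genes were not tested.

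The qRT-PCR changes that the paper reports in Table S7 were below its RNA-seq changes in 20 of 21 genes at Year 0.5, 19 of 22 at Year 1, and 19 of 22 at Year 2, with a median gap of 0.683, 0.877, and 0.585 on the log2 scale. A candidate explanation is a rise of *Gapdh*, the reference gene of the qRT-PCR, in the treated lungs. The entry LOC108351137_1 (chromosome 4, 157676595 to 157679962) lies between *Iffo1* and *Ncapd2*, as *Gapdh* does in the reference annotation of the rat. Its log2 ratio of mean TPM was 0.638 at Year 0.5, 0.681 at Year 1, and 0.846 at Year 2, and that of a second entry was 0.575, 0.685, and 0.730. The rise was of about the size of the gap at each time point, although the gap was smallest where the rise was largest, and the effect of other steps of the qRT-PCR was not tested. The paper's RNA-seq value of *Spp1* at Year 2 in Table S7, 8.50, was 0.466 below the log2 ratio of mean TPM from the deposited values, the largest such difference of the genes in that table.

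*Myl2*, which was lower in the treated lungs, is a heart muscle gene, and less heart muscle in the pieces of lung that were sequenced is a candidate explanation. Of a list of 20 heart muscle markers fixed in advance, 17, 17, and 14 could be tested at the successive time points, and all of these were lower in the MWCNT-treated rats, with medians of -1.65, -1.36, and -1.83 and 13, 3, and 3 DEGs. The adjusted p of camera in limma was 0.000717, 0.00874, and 0.201. With the inter-gene correlation estimated from the data it was 0.727 at Year 0.5 and at Year 1, and over the other alternatives apart from fits that left out 1 rat it reached 0.0706 at Year 1. Among the splits that part the same-numbered rats, 3 of 4, 3 of 4, and 4 of 4 gave a p as small for these markers at the successive time points, and 4, 5, and 4 of the other 6 did, which does not decide the matter for the reason given for the gene sets. Over the 9 control rats, *Myl2* correlated with the mean of the 16 other markers at r = 0.996 (exact permutation p = 2.76e-06). The fall of *Myl2* was larger than the median of the markers, however. At the same mean of the other markers, by one line over all 18 rats, *Myl2* was still lower in the MWCNT-treated rats (two-sided exact permutation p = 0.000411 over 48620 divisions). In a model with a term for the treatment, the difference in log2 CPM was -1.81, beside -2.72 without the adjustment, and 8 of 9 MWCNT-treated rats lay below the line of the control rats. Less heart muscle, as measured by the mean of these markers, thus left part of the lower *Myl2* unaccounted for. *Myl2* was examined because its fall was among the largest, and no MWCNT-treated rat had more than 4 counts of it. The test was chosen after the larger fall was seen, so that it does not decide whether there was another source. Whether the lower markers as a group reflect the content of heart muscle or an effect of the treatment cannot be told apart with these data.

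The rats of Year 2 lay apart on PC 2 in both treatments. On the first component of the 9 control rats alone, which the DEGs of the treatment cannot enter through the treated rats, the control rats of Year 2 also lay apart (exact permutation p = 0.0119, the smallest that 84 divisions allow). This is the separation that prompted the test, seen without the treated rats, and it leaves open what the DEGs contribute in the MWCNT-treated rats. Blood left in the tissue was examined with 10 red blood cell genes. Their mean correlated with PC 2 across the 9 control rats at Pearson r = 0.969 (exact permutation p = 0.000143, adjusted p = 0.00115 over 8 relations, Spearman rho = 0.883 with exact p = 0.00308), and at r = 0.844 without the 2 rats farthest from the median. Within the 6 control rats of Year 0.5 and Year 1, r was 0.716 (exact p = 0.104) and 0.162 without the 2 farthest rats, so that the relation rests on a few rats. Across the 9 MWCNT-treated rats, r was 0.209 (exact p = 0.589, adjusted p = 0.673, rho = 0.217). Library size correlated with PC 2 at r = -0.519 (exact p = 0.14, adjusted p = 0.373, rho = -0.733 with exact p = 0.0311) across the control rats and at r = -0.369 (exact p = 0.374, adjusted p = 0.5, rho = -0.067) across the MWCNT-treated rats, neither past the adjustment. Blood content may contribute in the control rats and cannot be told apart from age, because the Year 2 rats were also the oldest, and the library numbers in the column labels also run by time point. The mean of the red blood cell genes also parted the treatments. It lay between 3.16 and 4.14 in the MWCNT-treated rats and between 4.43 and 5.38 in the control rats. What blood content contributes to the comparison of the treatments was not tested.

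*Lyz2* was the gene with the largest share of counts in every MWCNT-treated rat, between 3.32% and 4.18%, and the 10 genes with the most counts took 10.2% to 11.8% of all counts there, beside 6.64% to 7.70% in the control rats. The TMM factors ranged from 0.933 to 0.972 in the MWCNT-treated rats and were above 1 in every control rat. These are values only, and no explanation was tested.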
